# Synthetic Lethality Screening Identifies FDA-Approved Drugs that Overcome ATP7B-Mediated Tolerance of Tumor Cells to Cisplatin

**DOI:** 10.3390/cancers12030608

**Published:** 2020-03-06

**Authors:** Marta Mariniello, Raffaella Petruzzelli, Luca G. Wanderlingh, Raffaele La Montagna, Annamaria Carissimo, Francesca Pane, Angela Amoresano, Ekaterina Y. Ilyechova, Michael M. Galagudza, Federico Catalano, Roberta Crispino, Ludmila V. Puchkova, Diego L. Medina, Roman S. Polishchuk

**Keywords:** cancer, cisplatin resistance, ATP7B, copper transporters, synthetic lethality screening, FDA-approved drugs

## Abstract

Tumor resistance to chemotherapy represents an important challenge in modern oncology. Although platinum (Pt)-based drugs have demonstrated excellent therapeutic potential, their effectiveness in a wide range of tumors is limited by the development of resistance mechanisms. One of these mechanisms includes increased cisplatin sequestration/efflux by the copper-transporting ATPase, ATP7B. However, targeting ATP7B to reduce Pt tolerance in tumors could represent a serious risk because suppression of ATP7B might compromise copper homeostasis, as happens in Wilson disease. To circumvent ATP7B-mediated Pt tolerance we employed a high-throughput screen (HTS) of an FDA/EMA-approved drug library to detect safe therapeutic molecules that promote cisplatin toxicity in the IGROV-CP20 ovarian carcinoma cells, whose resistance significantly relies on ATP7B. Using a synthetic lethality approach, we identified and validated three hits (Tranilast, Telmisartan, and Amphotericin B) that reduced cisplatin resistance. All three drugs induced Pt-mediated DNA damage and inhibited either expression or trafficking of ATP7B in a tumor-specific manner. Global transcriptome analyses showed that Tranilast and Amphotericin B affect expression of genes operating in several pathways that confer tolerance to cisplatin. In the case of Tranilast, these comprised key Pt-transporting proteins, including ATOX1, whose suppression affected ability of ATP7B to traffic in response to cisplatin. In summary, our findings reveal Tranilast, Telmisartan, and Amphotericin B as effective drugs that selectively promote cisplatin toxicity in Pt-resistant ovarian cancer cells and underscore the efficiency of HTS strategy for identification of biosafe compounds, which might be rapidly repurposed to overcome resistance of tumors to Pt-based chemotherapy.

## 1. Introduction

Platinum (Pt)-based drugs have had a major impact in cancer medicine since they display excellent efficacy in the treatment of a wide variety of solid tumors including testicular, head and neck, lung, ovarian, and colon cancers [1]. The mechanism by which these drugs exert their anti-tumor effects is defined by their capacity to form intra-strand DNA adducts that ultimately culminate in tumor cell apoptosis [2]. However, the final outcome of Pt-based therapy is often hampered by the development of drug resistance, which remains a significant obstacle to successful treatment in the clinic [1,2]. Pt resistance usually emerges as a result of the orchestrated action of several pathways, which include cytosolic inactivation of Pt by sulfur-containing molecules like glutathione and metallothionein, activated DNA repair, and reduced Pt accumulation [1,2]. Reduced Pt accumulation depends significantly on changes in the expression and activity of membrane copper transporters (CTR1 and CTR2) that regulate Pt uptake across the plasma membrane [3,4] and the copper transporting ATPases (ATP7A and ATP7B) that drive Pt export from the cell [5,6,7]. In particular, elevated expression of ATP7B has been correlated with a worse outcome of cisplatin chemotherapies in patients with different cancers [8,9].

ATP7B is normally expressed in liver hepatocytes and operates in maintaining copper homeostasis in the body. In response to Cu overload, ATP7B moves from the Golgi to endo-lysosomal structures where it sequesters excess Cu and promotes its excretion into the bile [10,11]. Loss-of-function mutations prevent ATP7B from sequestering Cu and its removal from cells leading to severe Cu toxicosis, which is known as Wilson disease [12]. 

A similar ATP7B-dependent mechanism has been proposed to reduce Pt toxicity in tumor cells. It was hypothesized that ATP7B promotes sequestration of Pt within intracellular post-Golgi vesicles and/or excretion of Pt at the cell surface [11,12,13,14]. In agreement with this hypothesis, extensive relocation of ATP7B from the Golgi to vesicular compartments was observed in Pt-resistant tumor cells [15]. In addition, ATP7B has been proposed to chelate Pt via its metal-binding domains, thus reducing Pt toxicity [16]. In this context, circumventing ATP7B-mediated resistance emerges as an attractive strategy to increase the efficacy of Pt-based cancer therapies.

A growing body of evidence suggests that the inhibition of single pathways that support cisplatin resistance fails to restore sensitivity to normal levels and that the treatments for overcoming resistance have to target distinct mechanisms [2]. Therefore, we reasoned that screening for FDA/EMA-approved drugs might offer an effective shortcut to identify safe molecules that could reduce tolerance to cisplatin in tumor cells. Considering that the safety profiles of such drugs are well characterized, their repurposing for other therapeutic uses significantly reduces the risk of failure due to eventual adverse events in patients [17]. Using a synthetic lethality screen, we identified and validated three hit drugs that significantly reduced ATP7B-mediated tolerance to cisplatin in ovarian cancer cells. The drugs act via several mechanisms including the tumor-specific suppression of ATP7B expression and trafficking and the downregulation of large cohorts of genes that belong to cisplatin-resistance pathways including DNA repair, protein quality control, and autophagy [18,19,20,21]. Our findings underscore the effectiveness of an unbiased screening approach for drug repurposing studies and pinpoint bio-safe drug candidates to combat ATP7B-mediated resistance of tumors to cisplatin.

## 2. Results

### 2.1. IGROV-CP20 Cells Represent a Robust System to Study Cisplatin Resistance

Considering that our study was focused on screening for drugs promoting cisplatin toxicity, we first selected the appropriate cell line to perform HTS. To this end we evaluated the response to cisplatin of two well-known ovarian cancer cell lines, IGROV-CP20 and A2780-CP20, whose tolerance to Pt drugs has been reported to significantly rely on ATP7B [14,22]. Initially, resistance to cisplatin was investigated in the Pt-resistant IGROV-CP20 and the parental Pt-sensitive IGROV cell lines treated with increasing concentrations of cisplatin. IGROV-CP20 exhibited significantly higher viability at different cisplatin concentrations than the parental IGROV line (Figure 1A). In contrast, the difference in survival of resistant A2780-CP20 and sensitive A2780 cells was less evident (Figure S1A,B), indicating the IGROV-CP20 line as a more robust cell system for the Pt resistance study with HTS. Of the tested concentrations, 50 µM cisplatin resulted in the highest difference in survival between IGROV-CP20 and IGROV cells (Figure 1A). Therefore, this regimen of cisplatin treatment in IGROV-CP20 cells was further employed for drug screening.

To ensure that ATP7B provides a significant contribution to cisplatin resistance in IGROV-CP20 cells, we first assessed the expression levels of ATP7B. Western blot revealed higher levels of ATP7B in IGROV-CP20 cells compared to the parental IGROV line (Figure 1B). In parallel, elevated ATP7B expression in IGROV-CP20 cells was detected by both qRT-PCR and immunofluorescence (Figure 1C,D). Finally, ATP7B silencing (Figure S1C) resulted in a two-fold decrease in the viability of IGROV-CP20 cells upon cisplatin treatment (Figure 1E), indicating that Pt-resistance of IGROV-CP20 cells relies on ATP7B in a significant manner.

These findings did not formally rule out the possibility that other copper transporters such as ATP7A or CTR1 may contribute to the cisplatin tolerance of IGROV-CP20 cells. Indeed, ICROV-CP20 cells exhibited slightly higher levels of ATP7A protein and mRNA compared to parental cells (Figure 1F,G). Considering that elevated ATP7A expression confers tolerance to cisplatin in a number of tumors [23,24], we decided to check whether this is a case in IGROV-CP20 cells. However, RNAi-mediated suppression of ATP7A (Figure S1D) did not result in any significant decrease in the resistance of the cells to cisplatin (Figure 1H). Next, we checked CTR1 expression levels in IGROP-CP20 cells because reduced expression of this transporter has been associated with limited cisplatin uptake and, as a consequence, with higher Pt tolerance [3,4]. However, we found that CTR1 expression is higher in the IGROV-CP20 cell line compared to the parental line (Figure 1I,J). Taken together these findings argue against a substantial involvement of either ATP7A or CTR1 in cisplatin tolerance in IGROV-CP20 cells and confirm a key contribution of ATP7B to Pt resistance. 

### 2.2. Synthetic Lethality Screening Identified FDA-Approved Drugs Accelerating Pt-Mediated Death of Resistant IGROV-CP20 Cells

The HTS strategy to identify FDA-approved drugs reducing the resistance of IGROV-CP20 cells to cisplatin was based on the principle of synthetic lethality. The Prestwick Chemical Library of 1280 compounds was dispensed at a concentration of 10 μM in duplicate on the IGROVCP20 cells in 384-well formats. An MTT colorimetric assay (see Section 4) was used as readout for viability of IGROVC-P20 cells upon drug and cisplatin treatments. As shown in the heat maps of multi-well plates (Figure 2A), this assay generated a different degree of MTT signal. Parental IGROV cells were used as a positive control to test the impact of cisplatin on cell survival and were plated in the first column of the 384-well plates, while the last two columns were left blank as a negative control for the assay (Figure 2A). After the addition of the library compounds, one plate from duplicate was treated with 50 µM of cisplatin for 24 h while the other was left without cisplatin to test drug toxicity. This allowed us to exclude those drugs that are toxic even without cisplatin (Figure 2A, black boxes), while the drugs promoting cell death only in combination with cisplatin were considered as positive hits (Figure 2A, red boxes). 

Several controls were performed to ensure the assay reproducibility for HTS. First, the assay robustness was estimated by calculating the Z-score factor, which defines the reproducibility and suitability of the assay for HTS [25]. To this end, wells containing IGROV and IGROV-CP20 cells were compared after 24 h exposure to cisplatin. Evaluation of the MTT signal resulted in a Z’-factor value of 0.279 across the two cell lines (Figure S2A), thereby indicating that the differences in cell response is sufficient for HTS [25]. Secondly, a plate uniformity test was performed to exclude “drift and edge effect” in the plate as well as any other systematic source of variability among the samples [25]. Figure S2B shows that the plates exhibited good uniformity during the screening and no drift and edge effects were detected.

For the HTS, each component of the library was analyzed in three independent experiments with or without addition of cisplatin. The correlation between three replicates was calculated using a Pearson’s coefficient that was consistently robust across the experiments (Figure S2C), indicating that in each replicate the drugs had a similar impact (as is desirable for the overall success of HTS screening) [25]. Positive hits were identified on the basis of the decrease in cell viability. The arbitrary cut-off threshold for hit detection was set at a level of 1.5 standard deviations below the average viability of resistant cells in cisplatin. However only drugs without own toxicity were selected for further validation (Figure 2B, red dots). Overall, the screen revealed eight FDA candidates that induced a strong reduction in Pt-resistance of IGROV-CP20 cells (Figure 2B,C). The presence of Amphotericin B among the hits underscores the efficiency of the screening because this drug is well known for its ability to reduce Pt tolerance [26]. The hit compounds were then tested in dose-response experiments using different concentrations of each drug (ranging from 0.1 to 30 μM) in combination with cisplatin (Figure 2D; Figure S3). The dose-dependent curves showed that some concentrations of the tested drugs reduced tolerance of the cells to cisplatin (Figure S3). However, only Tranilast, Telmisartan, and Amphotericin B exhibited a correlation between drug concentration and degree of cell survival in cisplatin (Figure 2D). Therefore, these three drugs were considered as robust hits for further validation. Notably, a few drugs (Moxonidine, Gestrinone, and Alosetron hydrochloride) promoted tolerance of IGROV-CP20 cells to cisplatin (Figure S3B) and, thus, their use might represent a risk during the course of cisplatin chemotherapy.

### 2.3. Validation of Hit Impact on Resistance of IGROV-CP20 Cells to Cisplatin

Several assays were employed to validate the efficacy of each HTS hit. Selective live/dead cell staining showed that the toxicity of cisplatin for IGROV-CP20 cells was very limited (Figure 3A,B). However, the level of cell mortality substantially increased when cisplatin treatment was supplemented with Tranilast, Telmisartant, or Amphotericin B (Figure 3A,B). The ability of the drug hits to promote cisplatin toxicity was also confirmed on the other ATP7B-mediated resistant tumor cell line A2780-CP20 (Figure S4A–C). However, Amphotericin B appeared to be quite toxic even alone in this cell type. Notably, none of the drugs were able to further increase Pt-mediated death in Pt-sensitive IGROV cells (Figure S4D).

At this point it was relevant to verify the potential of each drug to promote the formation of Pt DNA adducts in the resistant cells. To this end we employed a dot immuno-blot assay with a specific antibody capable of recognizing DNA adducts (see Section 4). After cisplatin treatment Pt-sensitive IGROV cells exhibited a significantly higher adduct-associated signal compared to the resistant IGROV-CP20 cells (Figure 3C,D). Addition of hit drugs in combination with cisplatin significantly increased the adduct signal of spotted DNA compared to cisplatin alone (Figure 3C,D) even though only Amphotericin B elevated overall intracellular levels of Pt (Figure 3E). Moreover, the drugs increased the abundance of adducts in IGROV-CP20 cells to the levels similar to those observed in the Pt-sensitive parental cell line (Figure 3C,D), thereby indicating a significant potential of the drug hits to promote Pt-mediated damage of DNA in resistant cells.

Finally, the impact of all three hits on intracellular Pt accumulation was investigated using ICP-MS. In control experiments we found that exposure of sensitive IGROV cells to cisplatin resulted in a significant increase in the intracellular Pt levels, while Pt remained low in the resistant IGROV-CP20 cells even after 24 h incubation with cisplatin (Figure 3E). Interestingly, only Amphotericin B induced a significant accumulation of Pt in IGROV-CP20 cells. It has been reported that Amphotericin B acts as an ionophore that forms pores in cell membrane, thereby, facilitating cisplatin influx [27]. In contrast, the addition of Tranilast or Telmisartan in combination with cisplatin did not cause any significant increase in Pt levels (Figure 3E). This prompted us to further investigate the mechanism through which these drugs amplify the sensitivity of resistant tumor cells to cisplatin.

### 2.4. FDA-Approved Drug Hits Affect Expression and Trafficking of Copper Transporters in Pt-Resistant Tumor Cells

Initially, we evaluated the impact of the drug hits on the expression of ATP7B in Pt-treated IGROV-CP20 cells using qRT-PCR and Western blot. Although none of the drugs induced a significant change in ATP7B transcripts (Figure 4A), Western blot showed that Amphotericin B, but not the other drugs, caused a substantial decrease in ATP7B protein levels (Figure 4B). This indicated that in addition to known mechanisms [27] lower ATP7B protein levels might contribute to Pt accumulation in Amphotericin B-treated cells. The expression of other Pt transporters, ATP7A and CTR1, was also analyzed in Pt-resistant cells. We found that Amphotericin B treatment caused a decrease of ATP7A mRNA and very strong depletion of the ATP7A protein (Figure 4C,D). Tranilast- and Termisaltan-treated cells exhibited a slight reduction in ATP7A protein but not in mRNA (Figure 4C,D). Finally, none of the drugs altered the CTR1 transcript levels in Pt-treated cells while CTR1 protein levels were very slightly lowered by Tranilast and Telmisartan (Figure 4E,F).

The lack of a striking impact of Tranilast and Telmisartan on the expression of ATP7B (and other Pt transporters) prompted us to examine the intracellular localization of ATP7B in IGROV-CP20 cells. Predictably, we found that addition of cisplatin stimulated export of ATP7B from the Golgi (Figure 4G), as this process is apparently required for proper Pt sequestration/efflux [12,13,14,15]. However, pretreatment of IGROV-CP20 cells with Tranilast, Telmisartant, or Amphotericin B inhibited Pt-mediated export of ATP7B from the Golgi (Figure 4G). This was particularly evident for Tranilast and Telmisartan treatments, in which a significant increase in ATP7B retention in the Golgi region was detected (Figure 4G,H). These results suggest that the drugs could have an impact on ATP7B trafficking, thereby inhibiting ATP7B-mediated sequestration and efflux of Pt and, thus, favoring tumor cell death. 

However, in the context of eventual clinical use, the inhibitory impact of these drugs on ATP7B trafficking might present a risk of toxic copper accumulation in the liver where ATP7B trafficking is needed for sequestration of excess copper and its further excretion to the bile [12]. Therefore, we tested whether Tranilast, Telmisartan, or Amphotericin B alter copper-dependent ATP7B trafficking in hepatic HepG2 cells, but none of the drugs inhibited copper-induced export of ATP7B from the Golgi (Figure S5A,B). In line with this, all three drugs failed to stimulate cisplatin toxicity in HepG2 cells (Figure S5C) indicating that they act though a mechanism that is likely to be specific for Pt-resistant ovarian tumor cells.

### 2.5. The Drug Hits Affect Expression of Genes Operating in Different Pt-Resistance Pathways

Considering that cisplatin tolerance usually relies on several different mechanisms, even in a single cell type [2], we sought to investigate whether Tranilast, Telmisartan, or Amphotericin B affect Pt-resistance pathways that do not involve ATP7B. To test this, QuantSeq mRNA technology was employed to analyze the global transcriptional response to each drug. 

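QuantSeq reads a fragment near the 3′ end of polyadenylated transcripts, so that the number of reads on a gene depends little on transcript length. RNA was analyzed from IGROV-CP20 cells, a cisplatin-resistant ovarian cancer line, under 5 conditions with 3 biological replicates each. These were untreated cells, cells given 50 µM cisplatin for 24 h, and cells given the same cisplatin treatment after 24 h with 10 µM Tranilast, Telmisartan or Amphotericin B. Each of the 15 libraries was made from 100 ng of RNA and sequenced with reads of 75 bp. The authors deposited for each library the number of reads counted on each Ensembl gene, as counts without normalization or filtering. The paper describes the analysis of the reads in its Supplementary Methods, which were not used here, and its main text does not name the aligner, the genome build or the use of the strand in counting. Total counts ranged from 2691832 to 3392054 in untreated libraries (median 2999125), from 2171154 to 2488037 with cisplatin alone (median 2348301) and from 2164344 to 3517041 with Tranilast and cisplatin (median 3000184). They ranged from 2211259 to 2983548 with Telmisartan and cisplatin (median 2222109) and from 1510620 to 1872639 with Amphotericin B and cisplatin (median 1719939). A floor of 3 counts corresponds to between 8.53e-05% and 0.000199% of a library, and this floor covers counting error only. No pair of replicates differed by as little as sampling noise, since the chi-square of their counts per degree of freedom was at least 2.36, so all 15 libraries were kept as separate samples. From these counts, TMM factors (trimmed mean of M-values) were computed with edgeR, and the 11113 genes kept by its filterByExpr function were fitted in a single model with a term for each condition. Each drug combination was compared with cisplatin alone, and cisplatin with untreated cells, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The comparisons of the 3 drugs share the same 3 cisplatin libraries. Normalized CPM values, computed by edgeR with the TMM factors, are given as mean ± SD over the 3 libraries of a condition, and gene positions are those of GENCODE 29 on GRCh38. The choice of scaling factors, of the filter on low counts, of the test and of the libraries in the fit could each change the numbers.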

Like qRT-PCR, QuantSeq 3’ mRNA sequencing allows very accurate measurements of quantitative differences in gene expression [28].

Thus, gene expression values in IGROV-CP20 cells, which were treated with cisplatin alone, were compared to those in the cells treated with a combination of cisplatin and each drug hit (Gene Expression Omnibus accession number GSE134029). QuantSeq analysis showed that all three drugs modulated gene expression in cisplatin-treated cells (Figure 5A; Supplementary Dataset S1). 

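With Tranilast and cisplatin, 1293 of the 11113 genes tested had lower and 1169 had higher expression than with cisplatin alone at an adjusted p under 0.05 (edgeR's quasi-likelihood test). With Amphotericin B, 1001 genes were lower and 468 were higher. With Telmisartan, 0 genes passed this threshold, with a smallest adjusted p of 0.294 in the same edgeR test, and 1150 genes had an unadjusted p under 0.05, of which 592 were lower and 558 higher. Cisplatin alone lowered 2622 genes and raised 2345 relative to untreated cells. The 3 libraries of one condition lay entirely above or below the 3 of the other in 40.3% of all genes for Tranilast, 24.6% for Amphotericin B and 9.27% for Telmisartan, against the 10% that chance gives. With the replicate number as a block, 1285 genes were lower and 1233 higher for Tranilast, 965 lower and 523 higher for Amphotericin B, and 0 lower or higher for Telmisartan, where 1124 genes had an unadjusted p under 0.05. As a check of this pairing, the deviations of libraries from their condition means had a mean correlation across genes of 0.0200 for libraries with the same number and -0.0115 for libraries with different numbers, where genes are not independent replicates. Between Telmisartan and cisplatin libraries these values were 0.256 and -0.141, and between Tranilast and cisplatin libraries -0.127 and 0.0608. The block was a common term for all 15 libraries, so that it need not remove a pairing that differs between drugs. The count of 0 for Telmisartan with the block therefore does not answer for such a pairing. The largest change in the Telmisartan comparison came from leaving out cisplatin replicate 1, which gave 244 lower and 301 higher genes, and with 1949 lower and 1885 higher genes the same fit more than doubled the Amphotericin B calls. Other fits cut the Amphotericin B calls. Without cisplatin replicate 2 there were 163 lower and 46 higher genes, and without cisplatin replicate 3 there were 365 and 85. A fit of only the 6 libraries of that comparison gave 66 and 23. Scaling by library size alone, in place of TMM, gave 397 lower and 2582 higher genes for Tranilast and shifted the median of all genes to 0.46 on the log2 scale.

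**Figure D1:**
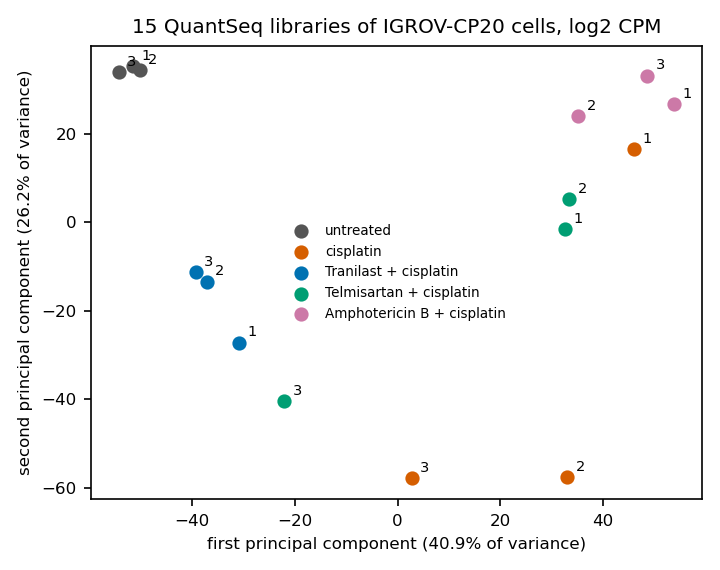
The first principal component (40.9% of variance) is plotted against the second (26.2%) for log2 CPM of the 15 libraries, each point being a library coloured by condition and numbered by replicate. Cisplatin replicate 1 sits at 46.0 on the first and 16.5 on the second component, while cisplatin replicates 2 and 3 sit at -57.6 and -57.9 on the second, and Telmisartan replicate 3 sits at -22.1 on the first, while Telmisartan replicates 1 and 2 sit at 32.7 and 33.4.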

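Among genes past the threshold whose libraries did not overlap and whose mean log2 CPM was at least 3, the largest increase under Tranilast was that of GRB10 (ENSG00000106070, chromosome 7, 50590063 to 50793462). Its level was 17.4 ± 1.18 CPM with Tranilast and cisplatin and 2.73 ± 0.965 CPM with cisplatin alone (n = 3 each), a log2 fold change of 2.61 (standard error 0.442, adjusted p = 0.00182, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). INHBE and CHAC1 followed with log2 fold changes of 2.42 and 2.31, and INHBE fell short of the threshold under 2 of 20 alternative settings. The largest decrease was that of the small nucleolar RNA gene SNORD3A (ENSG00000263934, chromosome 17, 19188016 to 19188714), with a log2 fold change of -4.74 (standard error 0.907, adjusted p = 0.00301, same edgeR test), and 3 further genes are its copies by name, so that the assignment of its reads is uncertain although none of them had 10 counts in a library. Its cisplatin libraries varied widely, with 39.2 ± 43.3 CPM against 1.38 ± 0.454 CPM with Tranilast. The noncoding genes AL356488.2 and RMRP followed with -4.27 and -3.41, and RMRP fell short of the threshold under 7 of 20 alternative settings. Under Amphotericin B the largest increase was that of FOS (ENSG00000170345, chromosome 14, 75278774 to 75282230), from 14.2 ± 7.07 to 75.4 ± 22.2 CPM, a log2 fold change of 2.44 (standard error 0.581, adjusted p = 0.0135, same edgeR test), which fell short under 4 of 20 alternative settings. PPP1R9A and STX8 followed with 2.35 and 2.17, falling short of the threshold under 2 and 10 of 20 settings. The largest decrease was that of HIC2 (ENSG00000169635, chromosome 22, 21417404 to 21451463), from 72.02 ± 47.26 to 11.1 ± 2.37 CPM, a log2 fold change of -2.71 (standard error 0.434, adjusted p = 0.00356, same edgeR test). ZFP82 and TMEM79 followed with -2.42 and -2.38, falling short of the threshold under 4 of 20 and 7 of 19 settings. In the comparison of cisplatin with untreated cells, GRB10 had the largest decrease, with a log2 fold change of -3.62, before CDH2 (-3.50) and FAM129A (-3.39). The largest increases were those of AL356488.2 (5.13), NR4A2 (4.70) and AC124312.4 (4.69), of which the last lies within SNHG14 on the same strand and could share its reads.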

To determine the biological pathways affected by drugs in cisplatin-treated cells, gene ontology (GO) enrichments were calculated (see Section 4). 

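Of the 1293 genes lower with Tranilast and the 1001 lower with Amphotericin B, 215 were lower with both drugs, where 116.5 would be shared if the lists were independent among the genes tested. With the replicate number as a block, 200 genes were lower with both. Of the higher genes, 127 were shared against 49.2, while 21 genes were lower with Tranilast and higher with Amphotericin B against 54.5, and 7 showed the opposite pair of changes against 105.3. Across genes, which are not independent replicates, the log2 fold changes of the pair of drugs had a Pearson correlation of 0.193. Since both drugs are compared with the same cisplatin libraries, part of this relation comes from that shared control. When a different cisplatin library was used for each drug, the correlation ranged from -0.523 to 0.488 over the 6 choices with a mean of 0.0288. It was 0.449 without cisplatin replicate 1 and 0.464 with the share of mitochondrial ribosomal RNA as a covariate, a setting chosen after seeing the data. With a single cisplatin library used for both drugs, its mean was 0.455. In a direct comparison of the combinations, 1817 genes were lower and 2186 higher with Tranilast than with Amphotericin B at an adjusted p under 0.05 in the quasi-likelihood test of edgeR.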

GO analysis of Tranilast- and Amphotericin B-treated cells revealed several statistically significant GO enrichments that exhibited a similar trend in several groups of downregulated genes (Figure 5B; Tables S1 and S2). These include DNA repair, protein quality control, ubiquitination and folding, macroautophagy, and NF-κB signaling, all of which have been reported to promote cisplatin resistance [18,19,20,29]. By contrast, the transcriptional response of Pt-treated IGROV-CP20 cells to Telmisartan exhibited a different trend. 

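Among the terms coloured in Fig. 5B as DNA repair, Table S1 lists 9 genes of base-excision repair for Tranilast. All 9 were lower with Tranilast and cisplatin than with cisplatin alone, with a median log2 fold change of -0.90. Of 73 tested genes for protein quality control 62 were lower (median -0.88), of 15 for macroautophagy 14 (median -0.85) and of 14 for NF-κB signaling 13 (median -0.80). Adjusted over each list alone, 9, 73, 15 and 14 genes were lower, but these lists are the paper's own calls on the same data, so that their size under Tranilast shows no stability. With the replicate number as a block, the counts were 9, 62, 12 and 13. The largest change for DNA repair and protein quality control came from scaling by library size alone, which left 1 and 12 genes lower, with 4 and 2 in the other lists. For macroautophagy and NF-κB signaling it came from the share of mitochondrial ribosomal RNA as a covariate, a setting chosen after seeing the data, which left 3 and 0 genes lower, the latter with 1 at an unadjusted p under 0.05. That share moves with treatment, and the covariate cannot be told apart from it. For DNA repair, NEIL2 (ENSG00000154328, chromosome 8, 11769639 to 11787346) fell from 94.6 ± 21.8 to 49.2 ± 6.78 CPM (n = 3), a log2 fold change of -0.95 (standard error 0.204, adjusted p = 0.00503, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and UNG had a log2 fold change of -0.90, each short of the threshold under 1 of 20 alternative settings. For protein quality control, MLEC (ENSG00000110917, chromosome 12, 120686869 to 120701864) fell from 365.0 ± 56.2 to 164.6 ± 15.0 CPM, a log2 fold change of -1.15 (standard error 0.167, adjusted p = 0.00114, same edgeR test), and GRPEL1 had -1.16. For macroautophagy, LAMTOR5 (ENSG00000134248, chromosome 1, 110401249 to 110407942) fell from 132.4 ± 46.2 to 58.3 ± 4.80 CPM, a log2 fold change of -1.18 (standard error 0.233, adjusted p = 0.00328, same edgeR test), and TOMM22 had -1.08. LAMTOR5 overlaps an antisense gene with counts of its own, so its reads are uncertain. For NF-κB signaling, PSMD7 (ENSG00000103035, chromosome 16, 74296775 to 74306288) fell from 495.5 ± 77.5 to 299.2 ± 13.0 CPM, a log2 fold change of -0.73 (standard error 0.182, adjusted p = 0.0101, same edgeR test), short of the threshold under 4 of 20 alternative settings. Under Amphotericin B the same lists gave 3 of 9, 16 of 73, 3 of 15 and 0 of 14 genes lower and 1, 3, 0 and 1 higher, with medians of -0.47, 0.01, -0.03 and 0.40. These medians lay at the percentiles 6.36, 64.1, 39.7 and 99.0 of 10000 random lists matched on expression, and 0 of the 14 NF-κB genes were lower at an unadjusted p under 0.05. The lists were called against the same cisplatin libraries, so that a low percentile under Amphotericin B can come from this shared control. Against untreated cells, cisplatin alone raised 9, 60, 13 and 10 genes of these Table S1 lists and lowered 0. Of all 1293 genes lower with Tranilast, 1131 were raised by cisplatin, where 272.8 would be shared if independent. Both comparisons use the same cisplatin libraries. The falls with Tranilast therefore cannot be told apart from a weaker response to cisplatin.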

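For Amphotericin B, the term coloured as DNA repair is the cellular response to DNA damage stimulus, not base-excision repair as for Tranilast. The NF-κB terms differ as well, being NIK/NF-κB signaling for Tranilast and positive regulation of I-κB kinase/NF-κB signaling for Amphotericin B. The lists of the 2 drugs are thus not alike in content. Table S2 lists 33 tested genes for the former term, of which 21 were lower than with cisplatin alone (median log2 fold change -0.98). Of 67 tested genes for protein quality control 39 were lower (median -1.07), of 16 for macroautophagy 12 (median -1.02) and of 27 for NF-κB signaling 21 (median -1.09). The label DNA repair is kept below for the DNA damage term. The list for protein ubiquitination is incomplete in the supplement as used here. Adjusted over each list alone, 31, 64, 16 and 27 genes were lower, which again shows no stability for lists called on the same data. With the replicate number as a block, the counts were 20, 33, 11 and 21, and with only the 6 libraries of each comparison they were 3, 1, 1 and 0, the largest change, where 26, 49, 15 and 21 genes were lower at an unadjusted p under 0.05. For DNA repair, RBBP6 (ENSG00000122257, chromosome 16, 24537693 to 24572863) fell from 424.1 ± 114.5 to 141.6 ± 20.0 CPM (n = 3), a log2 fold change of -1.58 (standard error 0.192, adjusted p = 0.0005, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and SETD7 had -1.75 with an antisense gene overlapping it. For protein quality control, VHL (ENSG00000134086, chromosome 3, 10141008 to 10152220) fell from 229.0 ± 51.2 to 70.7 ± 24.4 CPM, a log2 fold change of -1.70 (standard error 0.293, adjusted p = 0.00404, same edgeR test), and KLHL21 had -1.27 with PHF13 overlapping it on the other strand, short of the threshold under 1 of 20 settings. For macroautophagy, DYNLL2 (ENSG00000264364, chromosome 17, 58083415 to 58095536) fell from 359.2 ± 85.4 to 157.6 ± 27.6 CPM, a log2 fold change of -1.19 (standard error 0.197, adjusted p = 0.00372, same edgeR test), and ULK1 had -1.76, short of it under 1 of 20. For NF-κB signaling, TMEM9B (ENSG00000175348, chromosome 11, 8947294 to 8965011) fell from 73.9 ± 14.5 to 36.4 ± 4.69 CPM, a log2 fold change of -1.02 (standard error 0.194, adjusted p = 0.00525, same edgeR test), and TMEM101 had -0.95, falling short of the threshold under 1 and 2 of 20 alternative settings. Under Tranilast the Table S2 lists gave 8 of 33, 6 of 67, 2 of 16 and 4 of 27 genes lower and 0, 1, 1 and 0 higher. Their medians were -0.21, -0.23, -0.21 and -0.11, at the percentiles 15.7, 0.785, 18.2 and 26.8 of the matched random lists. Since these lists were called against the same cisplatin libraries, a low percentile under Tranilast can come from this shared control. Against untreated cells, cisplatin alone raised 15, 23, 7 and 11 genes of the Table S2 lists and lowered 1, 2, 1 and 2.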

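Across the genes tested, which are not independent replicates, the log2 fold changes under Telmisartan had a Pearson correlation of 0.628 with those under Tranilast and 0.546 with those under Amphotericin B, with all drugs compared with the same cisplatin libraries. In direct comparisons by the quasi-likelihood test of edgeR, 195 genes were lower and 65 higher with Tranilast than with Telmisartan. Between Telmisartan and Amphotericin B, 0 genes passed the threshold, and 832 were lower and 1451 higher with Telmisartan at an unadjusted p under 0.05. Of the lists for DNA repair, protein quality control, macroautophagy and NF-κB signaling, 0 genes were lower with Telmisartan at an adjusted p under 0.05. At an unadjusted p under 0.05, 3 of 9, 21 of 73, 2 of 15 and 0 of 14 genes of the Tranilast lists and 9 of 33, 10 of 67, 1 of 16 and 5 of 27 of the Amphotericin B lists were lower. Adjusted over each list alone, 1, 9, 0 and 0 genes of the Tranilast lists and 4, 0, 0 and 0 of the Amphotericin B lists were lower. The medians of these lists were -0.18, -0.25, -0.21 and -0.05 for the Tranilast lists and -0.28, -0.31, -0.32 and -0.31 for the Amphotericin B lists. They lay at the percentiles 11.6, 0.0, 4.84 and 59.7 and at 0.01, 0.0, 0.06 and 0.02 of 10000 random lists matched on expression. The lists were called lower against the same cisplatin libraries, which the random lists were not. Low medians, counts and percentiles under Telmisartan can therefore come from this shared control, and they do not show an effect of the drug. The spread between Telmisartan libraries was wide, as the chi-square per degree of freedom was 42.3 and 49.6 between replicate 3 and replicates 1 and 2, and 3.76 between the latter. In cisplatin libraries it was 30.6 and 49.5 between replicate 1 and replicates 2 and 3, and 9.02 between the latter.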

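The supplementary list for Telmisartan holds 9 genes for protein quality control, in the response to endoplasmic reticulum stress and the PERK-mediated unfolded protein response, and 7 genes for the cellular response to hypoxia. Of these, 0 were lower or higher with Telmisartan and cisplatin than with cisplatin alone at an adjusted p under 0.05, with or without the replicate number as a block. At an unadjusted p under 0.05, 0 of the 9 were lower and 2 higher, and of the 7 hypoxia genes 1 was lower and 1 higher. Adjusted over each list alone, 0 of the 9 and 1 of the 7 were lower. DDIT3 (ENSG00000175197, chromosome 12, 57516588 to 57521737), which overlaps MARS and MBD6 on the other strand, had 89.8 ± 30.1 CPM with Telmisartan and 51.5 ± 23.0 CPM with cisplatin alone (n = 3 each), a log2 fold change of 0.81 (standard error 0.271, adjusted p = 0.326, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PPP1R15A (ENSG00000087074, chromosome 19, 48872392 to 48876057) had 71.7 ± 9.88 and 55.6 ± 4.95 CPM, with all Telmisartan libraries above all cisplatin libraries, a log2 fold change of 0.36 (standard error 0.168, adjusted p = 0.466, same edgeR test). Of the PERK term, to which DDIT3 belongs and PPP1R15A does not, ATF4, HERPUD1 and ATF3 had log2 fold changes of 0.47, 0.32 and 0.17, the smallest adjusted p being 0.531 in the same test. PMAIP1 (ENSG00000141682, chromosome 18, 59899948 to 59904306) had 42.1 ± 1.71 and 64.1 ± 8.98 CPM, with all Telmisartan libraries below all cisplatin libraries, a log2 fold change of -0.61 (standard error 0.195, adjusted p = 0.315, same edgeR test). ANKRD1 (ENSG00000148677, chromosome 10, 90912096 to 90921276) had 918.1 ± 164.3 and 628.3 ± 180.5 CPM, a log2 fold change of 0.55 (standard error 0.215, adjusted p = 0.391, same edgeR test). The other hypoxia genes ZFP36L1, STC2, BBC3, VEGFA and MDM4 had log2 fold changes of -0.26, 0.48, 0.17, -0.02 and -0.01, the smallest adjusted p being 0.661 in the same test. Over 20 alternative settings, the smallest adjusted p of a gene of the hypoxia and PERK terms was 0.0538, that of PMAIP1 in edgeR's quasi-likelihood test without cisplatin replicate 1. The sign of the changes of BBC3, VEGFA, MDM4, HERPUD1 and ATF3 depended on which library was left out. The median log2 fold change was 0.36 for the 9 genes and -0.01 for the 7, at the percentiles 99.9 and 61.1 of random lists matched on expression. Under Tranilast, 0 of the 9 were lower and 4 higher, and of the hypoxia genes 2 were lower and 3 higher. Under Amphotericin B, 1 of the 9 was lower and 2 were higher, and of the hypoxia genes 1 was lower. PMAIP1 was lower with both, with log2 fold changes of -0.96 (adjusted p = 0.0037) and -1.09 (adjusted p = 0.00537) in edgeR's quasi-likelihood test.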

Only some protein quality control pathways were downregulated in common with Tranilast and Amphotericin B, while we found Telmisartan to suppress genes driving the response to hypoxia (Figure 5B; Table S3), whose involvement in cisplatin resistance has been reported [30].

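For copper ion binding, Table S1 lists ATOX1, COX17, SOD1, CUTA, COX11, RNF7, PARK7, S100A13, SCO2, AOC2 and AOC3. AOC2 and AOC3, which lie side by side on chromosome 17, had too few counts to be tested, and as counts over the library total without TMM factors they had 0.644 ± 0.432 and 0.360 ± 0.0918 CPM with Tranilast and 1.86 ± 0.528 and 3.15 ± 0.568 CPM with cisplatin alone (n = 3 each). The other 9 genes were all lower with Tranilast at an adjusted p under 0.05, both over all genes and over the list, and in each of them the 3 Tranilast libraries lay below the 3 cisplatin libraries. The list is the paper's own call on these data, so that this count shows no stability. The count was also 9 with the replicate number as a block, and fell to 4 with scaling by library size alone. It fell to 2 with the share of mitochondrial ribosomal RNA as a covariate, a setting chosen after seeing the data. That share moves with treatment, and the covariate cannot be told apart from it. The median log2 fold change was -1.15. SCO2 (ENSG00000130489, chromosome 22, 50523568 to 50525606) fell from 103.4 ± 16.3 to 46.6 ± 5.87 CPM, a log2 fold change of -1.15 (standard error 0.216, adjusted p = 0.00277, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). S100A13 (ENSG00000189171, chromosome 1, 153618787 to 153631360) fell from 1669 ± 382.0 to 760.8 ± 39.7 CPM, a log2 fold change of -1.13 (standard error 0.223, adjusted p = 0.00328, same edgeR test). Both overlap a gene on the other strand that has counts of its own, and so does COX11, so that their reads are uncertain. CUTA, COX11, RNF7 and PARK7 had log2 fold changes of -1.34, -0.82, -0.62 and -0.86, and fell short of the threshold under 6, 5, 3 and 8 of 20 alternative settings. With Telmisartan and with Amphotericin B, 0 of the 9 genes were lower than with cisplatin alone, and 1 and 0 were lower at an unadjusted p under 0.05. In direct comparisons, 8 of the 9 genes were lower with Tranilast than with Amphotericin B and 1 was lower than with Telmisartan, where 7 were lower at an unadjusted p under 0.05.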

Importantly, Tranilast-treated samples displayed a significant downregulation of genes encoding copper ion-binding proteins (Figure 5B). This cohort of genes comprised ATOX1, COX17, and SOD1 (Figure 6A), which are involved in copper and platinum distribution towards different cellular destinations such as the secretory system, mitochondria, and free radical detoxification pathways, respectively [31,32,33]. Thus, by affecting ATOX1, COX17, and SOD1, Tranilast might inhibit delivery of Pt to these pathways, thereby favoring its transport to the nucleus, where Pt promotes DNA damage resulting in cell death (Figure 6B).

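ATOX1 (ENSG00000177556) lies on chromosome 5 from 151742316 to 151772532, and its level was 47.2 ± 13.2 CPM with Tranilast and cisplatin and 165.6 ± 90.7 CPM with cisplatin alone (n = 3 each). The log2 fold change was -1.81 (standard error 0.408, adjusted p = 0.00604, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It overlaps G3BP1 on the other strand and the pseudogene RPLP1P6 on the same strand, both with counts of their own, so that the assignment of its reads is uncertain. SOD1 (ENSG00000142168, chromosome 21, 31659622 to 31668931) had 336.8 ± 17.9 CPM with Tranilast and 755.1 ± 311.5 CPM with cisplatin alone, a log2 fold change of -1.16 (standard error 0.297, adjusted p = 0.011, same edgeR test). COX17 (ENSG00000138495, chromosome 3, 119654513 to 119677454) had 35.2 ± 6.34 and 98.9 ± 63.8 CPM, a log2 fold change of -1.47 (standard error 0.450, adjusted p = 0.0267, same edgeR test). With the replicate number as a block, the log2 fold changes of ATOX1, SOD1 and COX17 were -1.74, -1.10 and -1.40, with adjusted p of 0.00198, 0.00822 and 0.0409 in edgeR's quasi-likelihood test. With each library left out in turn, they stayed between -2.13 and -1.30 for ATOX1, between -1.38 and -0.77 for SOD1 and between -1.76 and -0.80 for COX17. ATOX1 and SOD1 passed the threshold in all 6 of these fits, while COX17 fell short of it in 4 of them, with an adjusted p of 0.164 in edgeR's test without cisplatin replicate 1. COX17 also fell short of it with limma-voom and with scaling by library size alone, and at a threshold of 0.01 so did both COX17 and SOD1. With the share of mitochondrial ribosomal RNA as a covariate, a setting chosen after seeing the data, the log2 fold changes of ATOX1, SOD1 and COX17 were -0.36, -0.12 and 0.22, and none passed the threshold. The mean share was 2.27% with Tranilast and 7.58% with cisplatin alone, so that this fit cannot separate an effect of Tranilast from it.

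**Figure D2:**
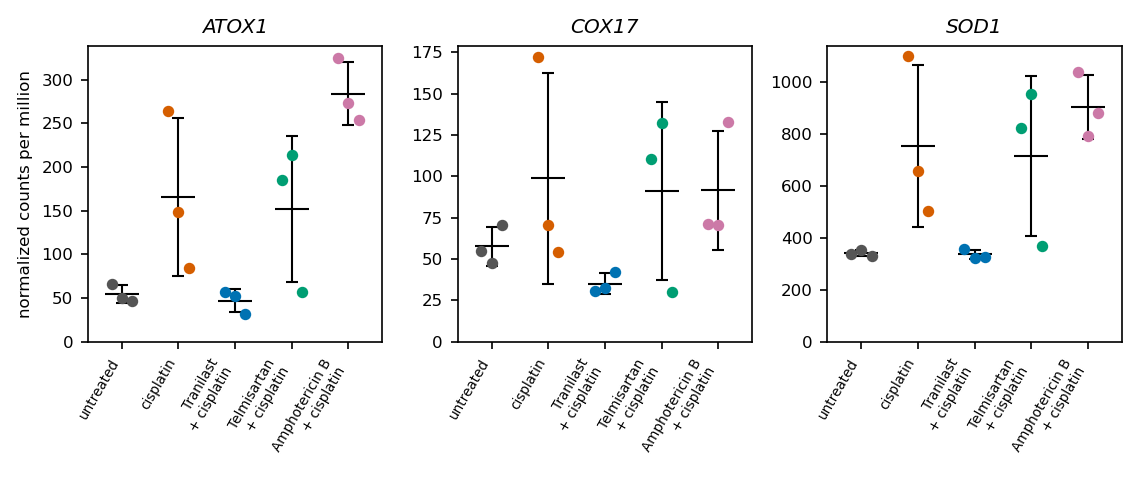
Normalized CPM of ATOX1, COX17 and SOD1 are plotted on the vertical axis for each condition, with each point a library and the lines the mean ± SD of 3 libraries. For each gene the 3 Tranilast libraries lie below the 3 cisplatin libraries, whose values for ATOX1 range from 85.0 to 263.8 CPM.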

### 2.6. Tranilast Affects ATP7B Trafficking in Pt-Resistant Tumor Cells via Downregulation of ATOX1

Among the copper-binding genes that were downregulated by Tranilast, we decided to focus on *ATOX1*, which has been suggested to promote ATP7B-mediated Pt resistance [34]. qRT-PCR revealed IGROV-CP20 cells to activate ATOX1 expression in response to cisplatin, while Tranilast significantly attenuated Pt-mediated induction of ATOX1 (Figure 6C). This transcriptional response of ATOX1 to Tranilast mirrored that observed with RNAseq, and, thus, showed that our transcriptomics data provide meaningful information regarding the mechanism of action of the drug hits. 

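In the QuantSeq data, ATOX1 had 54.3 ± 10.2 CPM in untreated cells (n = 3), and the change with cisplatin alone was a log2 fold change of 1.61 (standard error 0.405, adjusted p = 0.00415, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 cisplatin libraries lay above the 3 untreated ones. With the replicate number as a block the log2 fold change was 1.49 (adjusted p = 0.000779, same edgeR test), and it stayed between 1.08 and 1.92 with each library left out in turn. ATOX1 with Tranilast and cisplatin did not differ from untreated cells beyond the spread of replicates, with a log2 fold change of -0.21 (standard error 0.404, adjusted p = 0.83, same edgeR test). With the share of mitochondrial ribosomal RNA as a covariate, a setting chosen after seeing the data, the change of ATOX1 with cisplatin was -0.00. This share itself differs between untreated and cisplatin libraries, so that this fit cannot separate an effect of cisplatin from it. The overlap of ATOX1 with G3BP1 and RPLP1P6 applies to these values too. In a direct comparison ATOX1 was lower with Tranilast than with Amphotericin B, with a log2 fold change of -2.60 (adjusted p = 0.00103), and than with Telmisartan, with -1.68 (adjusted p = 0.0438), in edgeR's quasi-likelihood test. From the induction by cisplatin and its attenuation with Tranilast in qRT-PCR, and a like response to Tranilast in RNAseq, the paper concludes that the transcriptomics data are informative about how the drug hits act, and it proposes that by affecting ATOX1, COX17 and SOD1 Tranilast might hinder the delivery of Pt along their pathways.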

Importantly, we did not find any significant impact of either cisplatin or Tranilast on ATOX1 expression in hepatic HepG2 cells (Figure S5D), indicating that ATOX1 might be targeted by Tranilast in a safe tumor-specific manner. To test this hypothesis, we sought to investigate whether overexpression of ATOX1 is able to overcome the impact of Tranilast by recovering (at least partially) the resistance of IGROV-CP20 cells to cisplatin. 

We reasoned that overexpressing exogenous ATOX1 under the generic CMV promoter might allow IGROV-CP20 cells to circumvent the inhibitory impact of Tranilast on transcription of endogenous ATOX1. To this end, the cells were transfected with ATOX1-FLAG plasmid [35] and incubated with cisplatin alone or in combination with Tranilast. Initially, we analyzed the impact of ATOX1 overexpression on Pt-dependent trafficking of ATP7B in Tranilast-treated cells. Confocal microscopy revealed that ATOX1-overexpressing cells supported Pt-induced relocation of ATP7B from the Golgi to the cell periphery even in the presence of Tranilast (Figure 6D). In contrast, Tranilast still inhibited Pt-dependent export of ATP7B from the Golgi in the cells that did not overexpress ATOX1 (Figure 6D). Correspondingly, the MTT assay confirmed that the overexpression of ATOX1 blocked the ability of Tranilast to promote cisplatin toxicity in IGROV-CP20 cells (Figure 6E). Furthermore, dot blot revealed that ATOX1 overexpression significantly reduced the capacity of Tranilast to induce formation of DNA-platinum adducts (Figure 6F). These findings indicate that ATOX1 contributes to cisplatin resistance in ovarian cancer cells, while its downregulation with Tranilast promotes Pt-mediated cell death.

## 3. Discussion

Although Pt-based drugs have demonstrated excellent therapeutic potential, their effectiveness in a wide range of tumors is limited by the development of resistance mechanisms including increased Pt sequestration/efflux by ATP7B [1,2]. In this context ATP7B emerges as an attractive target to combat Pt resistance. Indeed, silencing ATP7B has been demonstrated to reduce tolerance of tumor cells to Pt-based drugs in vitro and in vivo [22]. However, the ATP7B RNAi strategy has never been advanced to therapy due to potential risks of compromising Cu homeostasis in patients. Considering that ATP7B suppression leads to rapid accumulation of hepatic copper and liver damage [12], ATP7B-activity in Pt-resistant tumors should be targeted or circumvented in a safe manner to avoid hepatic complications. In this context, we reasoned that identification of bio-safe FDA/EMA-approved drugs might help to achieve this objective. 

Here, using synthetic lethality screening, we detected and validated three FDA-approved drugs, Tranilast, Telmisartan, and Amphotericin B, which promote Pt-mediated death in ovarian cancer cells, whose resistance to cisplatin relies on ATP7B in a significant manner. All three drugs enhanced cisplatin toxicity via stimulation of Pt-DNA adduct formation. Notably, the efficacy of Tranilast and Telmisartan was confirmed in another cisplatin-resistant ovarian cancer cell line, A2870-CP20. However, these drug hits did not enhance cisplatin toxicity in the parental Pt-sensitive IGROV cells supporting the notion that resistant cells develop specific tolerance mechanisms [1,2] that might be targeted in a selective way. 

Despite the similar impact on cisplatin tolerance, the drug hits exhibited a clear difference in their ability to promote accumulation of Pt in resistant cells. Only Amphotericin B treatment resulted in a significant increase in intracellular Pt levels. In addition to the known impact of Amphotericin B on membrane permeability [27], substantial reduction in ATP7B protein levels might contribute to Pt buildup in Amphotericin B-treated cells. 

In contrast to Amphotericin B, Tranilast and Telmisartan did not accelerate Pt accumulation but were still able to facilitate DNA adduct formation. It is tempting to hypothesize that both drugs affect the intracellular distribution of Pt thereby favoring delivery of the metal to the nucleus, where it damages DNA. Indeed, both Tranilast and Telmisartan inhibited export of ATP7B from the Golgi in response to cisplatin. This trafficking event is apparently needed for delivery of ATP7B to the peripheral structures [13,15], where reduced pH favors the metal transporting activity of ATP7B [36] and, hence, sequestration of Pt in the lumen of these organelles. Therefore, failure of ATP7B trafficking in Tranilast- and Telmisartan-treated cells favors toxic accumulation of Pt in other cell compartments and increases its chances to arrive in the nucleus and damage the DNA. Interestingly, some ATP7B retention was also observed in the case of Amphotericin B treatment of ICROV-CP20 cells but to a lesser degree than observed with the other drugs. 

The mechanisms by which the drug hits inhibit ATP7B trafficking remain unclear except for Tranilast, which reduces ATOX1 expression in resistant tumor cells. Elevated expression of ATOX1 has been associated with tolerance to cisplatin in several tumor cell lines [34]. In line with this notion, we found that Pt-resistant IGROV-CP20 cells upregulate ATOX1 in response to cisplatin. ATOX1 operates as a specific chaperone, which ferries incoming Cu or Pt to ATP7B thereby stimulating metal-dependent trafficking of ATP7B [32]. Tranilast-mediated suppression of ATOX1 could reduce the supply of Pt to ATP7B, thus inhibiting ATP7B trafficking to post-Golgi compartments, which operate in Pt sequestration/efflux. In line with our observations, silencing ATOX1 has been reported to reduce tolerance to cisplatin in tumor cells [37]. Importantly, we found that Tranilast did not affect ATOX1 expression, ATP7B trafficking, or cisplatin toxicity in hepatic cells, where ATP7B is required to maintain Cu homeostasis. This indicates that Tranilast targets ATP7B-mediated resistance mechanism in a tumor-specific manner, which would strongly reduce the risk of side effects and adverse events upon therapeutic use.

Although ATP7B expression and trafficking provided a significant contribution to cisplatin tolerance in ovarian cancer cells tested, it is likely that other mechanisms are involved in Pt-resistance because cisplatin treatment usually causes complex and multifactorial cellular responses [2]. Notably, all three FDA-approved hits promoted cisplatin toxicity in resistant IGROV-CP20 cells to the levels observed in parental sensitive IGROV cells (see Figure 2C and Figure 3A–D). Such efficiency could be achieved only in the case when several mechanisms of cisplatin resistance are suppressed by the treatment [2]. Thus, to understand how these drugs affect responses of tumor cells to cisplatin, we used a systems biology approach and investigated drug-induced changes to the transcriptome. GO analysis revealed that among the Pt-resistance mechanisms, only those associated with a reduction of protein quality control [20] were inhibited by all three drugs. The overlap between the transcriptional responses to Tranilast and Amphotericin B was wider and included suppression of such Pt resistance pathways as DNA repair [21] and anti-apoptotic NF-κB signaling [18]. In addition, we noted that both drugs reduced expression of autophagy genes. Autophagy has recently emerged as an important mechanism for Cu and Pt detoxification [19,38] and its role in resistance of tumor cells to cisplatin has been documented [19]. 

However, the impact of Tranilast on the transcriptome of resistant cells exhibited a particular feature that consisted of downregulation of several genes regulating Cu metabolism. This finding was of particular interest because Cu and Pt are frequently handled by the same intracellular pathways that also operate in cisplatin resistance [12,14]. The cohort of Tranilast-sensitive transcripts included ATOX1, COX17, and SOD1 that normally supply Cu to biosynthetic, mitochondrial, and anti-oxidant pathways, respectively [31,32,33]. Pt binding to ATOX1, COX17, and SOD1 has been documented [34,39,40,41]. Moreover, an increase in SOD1 and ATOX1 expression has been suggested to confer cisplatin resistance to tumor cells [34,42]. Thus, reduced expression of these three genes in Tranilast-treated cells should result in increased amounts of Pt directed towards other cellular destinations, including the nucleus and DNA (see scheme in Figure 6B). Indeed, we found that Tranilast treatment strongly promoted Pt-induced DNA damage in resistant tumor cells. Suppression of ATOX1 might also help to combat tumor growth through additional mechanisms. As mentioned above, an ATOX1 deficit inhibits ATP7B trafficking and hence its ability to sequester/efflux toxic Pt.

Regardless of the mechanistic similarities and differences between all three identified FDA-approved drugs, they share a number of clinically important features. First, they efficiently circumvent cisplatin resistance in ovarian cancer cells. Thus, considering the known biosafety profiles of these drugs, their translation to clinical use might be relatively rapid. Tranilast inhibits the production of interleukin-6 and is normally used as an anti-allergic drug, which is well tolerated by most patients at very substantial doses [43]. Notably, a new compound based on cisplatin and Tranilast was developed recently and exhibited excellent cytotoxicity in tumor explants [44]. Telmisartan is also quite a safe agent, which operates as an angiotensin II receptor antagonist to treat hypertension [45]. In contrast, Amphotericin B appears to be the least safe. In our hands, it was very toxic alone (i.e., without cisplatin) in the A2780-CP20 cell line. Furthermore, Amphotericin B is known for extensive nephrotoxicity, which limits its clinical use as cisplatin potentiator [46] although some strategies to reduce its toxicity were recently developed [47]. 

Interestingly, Tranilast and Amphotericin B were reported to promote Pt toxicity in a number of tumor cell lines derived from different organs [48,49]. Therefore, their use might be expanded beyond ovarian cancer. Second, none of the three drugs potentiated cisplatin toxicity in the parental ovarian cancer cells, which do not manifest any significant resistance to Pt-based drugs. This indicates that a combination of Tranilast, Telmisartan, or Amphotericin B with cisplatin should be employed only to treat resistant tumors, while the use of these drugs would be worthless in patients that respond efficiently to cisplatin therapy. Finally, despite the ability to suppress Pt-resistance mechanisms including ATP7B trafficking, none of the three drugs stimulate Pt toxicity in hepatic cells. This indicates that these drugs target tumor-specific mechanisms of cisplatin resistance in a highly selective manner and, hence, do not pose any significant risk of promoting Pt toxicity or compromising Cu homeostasis in the liver, thereby reducing the risks of adverse events in eventual clinical use.

## 4. Materials and Methods 

### 4.1. Antibodies and Other Reagents

The full list of antibodies, small interfering RNAs (siRNAs), and primers is provided in the Supplementary Methods.

### 4.2. Cell Culture

Cisplatin-sensitive human ovarian cancer IGROV and A2780 cells and the corresponding cisplatin resistant lines IGROV-CP20 and A2780-CP20 were obtained from Dr. A Sood (University of Texas, MD Anderson Cancer Center). The cells were grown in RPMI supplemented with 15% FBS, 2 mM L-glutamine, and 1% penicillin and streptomycin. HepG2 cells were grown in DMEM supplemented with 10% FCS, 2 mM L-glutamine, and 1% penicillin and streptomycin.

### 4.3. RNA Interference

Small interfering RNAs (siRNA) targeting ATP7B and ATP7A were purchased from Sigma-Aldrich (St. Louis, MO, USA). Scrambled siRNAs were used as a negative control. IGROV-CP20 cells were transfected with siRNA using Lipofectamine RNAiMAX reagent (Invitrogen, Paisley, UK). After 48 h of interference, the cells were treated with 50 µM cisplatin for 24 h and the MTT cell viability assay (see below) was then performed. SiRNA-treated cells were then prepared for quantitative real time PCR to analyze the silencing efficiency.

### 4.4. RNA Preparation and Quantitative Real Time PCR (qRT-PCR)

To evaluate the mRNAs expression levels of ATP7B, ATP7A, CTR1, and ATOX1 genes, total RNAs were extracted with RNeasy Protect Mini kits (Qiagen, Milan, Italy) from treated and control cells. RNAs were reverse-transcribed using QuantiTect Reverse Transcription kits (Qiagen). qRT-PCR experiments were performed using Light Cycler 480 Syber Green I Master Mix (Roche, Basel, Switzerland) for cDNA amplification and the qRT-PCR was carried out in a LightCycler 480 II (Roche) for signal detection. RT-PCR results were analyzed using the comparative CT (threshold cycle) method, normalized against the housekeeping gene β-actin.

### 4.5. Immunofluorescence

A detailed description of the immunofluorescence protocol is provided in the Supplementary Methods. To evaluate the amount of ATP7B in the Golgi, control, and treated IGROV or IGROV-CP20 cells were immuno-labeled for ATP7B and Golgin 97. Golgin 97 staining was used with the ROI manager tool of ImageJ software to generate a mask for the Golgi region in each cell. The mean pixel intensity of the ATP7B signal was measured in the Golgi region of each cell using the Measure tool of ImageJ software and reported as arbitrary units (au).

### 4.6. Western Blot 

Immuno-blotting was performed as described in the Supplementary Methods. Primary antibodies against ATP7B, ATP7A, CTR1, GAPDH, and α-tubulin were used to detect the corresponding proteins.

### 4.7. MTT Cell Viability Assay

Viability of IGROV, IGROV-CP20, A2780, A2780-CP20, and HepG2 cells was determined by measuring their ability to reduce the tetrazolium salt (MTT) to a formazan. The cells were plated in 96-well plates and allowed to adhere overnight. Then the cells were exposed to cisplatin and/or other drugs. After treatment with drugs, the cells were incubated with MTT (Invitrogen). Incubation was stopped using 100 μL of a solution with 25% aqueous ammonia (Sigma) in DMSO (Sigma). Absorbance in each well was recorded at 540 nm in a multi-well plate reader (Synergy/neo, Biotek, Bad Friedrichshall, Germany). The results were normalized to the absorbance value in untreated cells (considered to be 100% viable) and expressed as % of viability.

### 4.8. High-Throughput Screening (HTS)

The overall strategy of HTS is described in the results. For HTS screening, IGROV and IGROV-CP20 cells were plated in 384-well plates. The Prestwick Chemical library of 1280 FDA-approved drugs was screened for compounds that promote cisplatin toxicity in Pt-resistant IGROV-CP20 cells. Triplicates of each drug (at 10 µM concentration) were tested alone for 48 h to evaluate drug toxicity. In parallel sets of plates, each drug was used first alone for 24 h and then combined with 50 µM cisplatin for another 24 h. The STAR-let liquid handling system (Hamilton, Reno, NV, USA) was used to dispense drugs and cisplatin into individual wells. Wells containing Pt-sensitive IGROV cells were used as controls to evaluate the extent of cisplatin toxicity. After treatment the cell viability was evaluated using the MTT assay. The drugs that reduced cell viability only in combination with cisplatin were considered as hits. Overall quality of the screening was controlled through plate uniformity test and correlation between three replicates.

### 4.9. Metal Content Determination by Inductively Coupled Plasma Mass Spectrometry (ICP-MS)

Pt in cell lysates from control and treated cells was analyzed by ICP-MS after wet washing of the samples with nitric acid (Supplementary Methods). Pt concentration was calculated by interpolation under the calibration curve. All values of Pt concentration were for number of cells in each specimen. All analyses were performed in triplicate. 

### 4.10. DNA Adduct Evaluation by Dot Blot

To detect the amount of DNA adducts in control and treated cells, the DNA was extracted from the cells using Quick-DNA Miniprep Plus Kit (Zymo Research, Irvine, CA, USA). Equal amounts of DNA from each specimen were spotted on a piece of Nytran N nylon blotting membrane (GE Healthcare Life Sciences, Marlborough, MA, USA). The membrane was incubated with a primary antibody that recognized Pt-induced DNA adducts (ICR4, Merck, Millipore), then washed with TBST and incubated with an HRP-conjugated secondary antibody according to the manufacturer’s instructions. Chemiluminescent signals were captured using Chemidoc Amersham Imager 600 and quantified using ImageJ software. 

### 4.11. QuantSeq 3’ mRNA Sequencing and Gene Ontology Enrichment Analysis

Three biological replicates of IGROV-CP20 were treated with 50 µM cisplatin directly or after 24 h incubation with 10 µM Tranilast, Amphotericin B, or Telmisartan. The impact of each drug on the transcriptional response to cisplatin was analyzed using QuantSeq 3’ mRNA sequencing. Total RNA was extracted from treated cells using the RNeasy Mini Kit (Qiagen). RNA extracted from the cells treated with cisplatin alone was used as a control. RNA samples were used as templates to prepare corresponding DNA libraries with QuantSeq 3’ mRNA-Seq Library prep kit (Lexogen, Vienna, Austria). Amplified cDNA fragments were sequenced in single-end mode using the NextSeq500 (Illumina, San Diego, CA, USA) with a read length of 75 base pairs. Analysis of the sequence reads and gene ontology (GO) enrichment analysis of transcripts is described in the Supplementary Methods.

### 4.12. ATOX-1 Transfection

For transfection, DNA from the Flag-tagged ATOX-1 plasmid (provided by Prof. T. Fukai) was reverse transfected with Opti-MEM and TransIT^®^-LT1 Transfection Reagent (Mirus Bio LLC, USA) according to manufacturer’s instructions. Two days after transfection, the cells were pretreated with Tranilast (10 µM) for 24 h and then treated with 50 µM cisplatin. After treatment, ATP7B trafficking was analyzed by immunofluorescence and dot immuno-blot analysis was performed to detect the cis-platinum DNA adduct formation. Results shown are from independent transfection experiments, each performed in triplicate.

### 4.13. Live/Dead Fluorescence Cytotoxicity Assay 

Control and treated IGROV or IGROV-CP20 cells were gently washed with PBS. The live/dead reagents (Invitrogen) were dissolved in sterile PBS. Live/dead solution was added to the cells for 30 min to generate a green fluorescent signal in live cells and a red signal in dead cells. The labeled cells were viewed under the ZEISS Axio Observer.Z1 APOTOME fluorescence microscope using FITC and RFP filters to count live/dead cells in the treated and control specimens. Quantification was done in 10 fields for each condition and the proportion of live cells was calculated as % of total cells in the specimen.

### 4.14. Statistical Analysis

Data are expressed as mean ± standard deviation (or standard error where indicated), collected from multiple independent experiments performed on different days. Statistical significance for all data, except the QuantSeq and bioinformatics analyses (Supplementary Methods), was computed using Student’s *t*-test or one-way ANOVA (for all figures, * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 indicate statistical significance). 

## 5. Conclusions

In conclusion, our study demonstrates that HTS emerges as an effective approach that might be used to detect candidate drugs for repurposing in oncological use. Using this strategy, we identified FDA-approved drugs that overcome resistance to cisplatin in ovarian cancer cells and characterized several ATP7B-dependent/independent molecular mechanisms behind the drug impacts. We believe that identification of these drugs will help to accelerate development of new strategies to combat cancer resistance to cisplatin therapy, which still represents an important task in modern oncology.

## Figures and Tables

**Figure 1:**
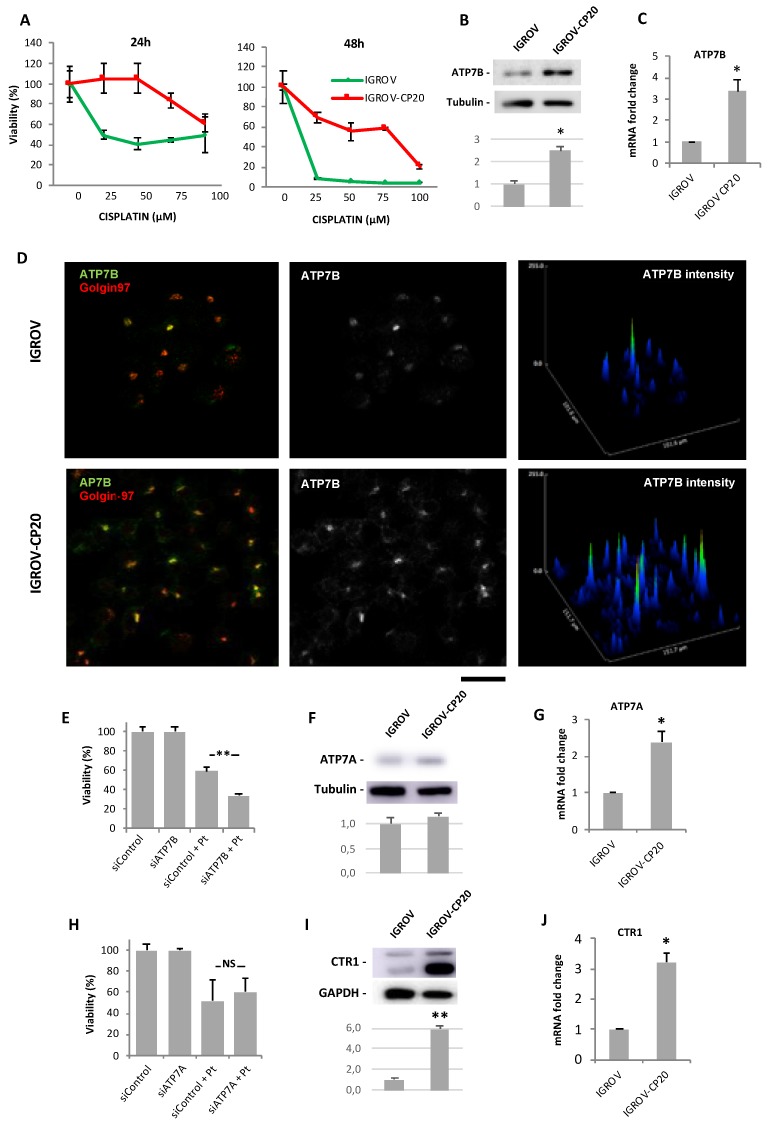
Cisplatin resistance of IGROV-CP20 cells requires ATP7B. (**A**) IGROV (green) and IGROV-CP20 (red) cells were treated with the indicated concentrations of cisplatin for 24 or 48 h and viability of the cells was then evaluated using the MTT assay. (**B**,**F**,**I**) Western blots (and corresponding density quantifications) show ATP7B (B), ATP7A (F), and CTR1 (I) protein levels in IGROV and IGROV-CP20 cells (*n* = 3 experiments; * *p* < 0.05, ** *p* < 0.01, *t*-test). (**C**,**G**,**J**) qRT-PCR shows ATP7B (C), ATP7A (G), and CTR1 (J) mRNA levels in IGROV and IGROV-CP20 cells (*n* = 3 experiments; * *p* < 0.05, *t*-test). (**D**) IGROV and IGROV-CP20 cells were labeled for ATP7B and Golgin-97. Graphs (right column) indicate higher levels of ATP7B signal in IGROV-CP20 cells respect to the parental line. (**E**) IGROV-CP20 cells were transfected with control (siControl) or ATP7B-specific siRNAs and incubated with 50 µM cisplatin. MTT assay show reduced tolerance to cisplatin in ATP7B-silenced cells (*n* = 3 experiments; ** *p* < 0.01, ANOVA). (**H**) IGROV-CP20 cells were transfected with control (siControl) or ATP7A-specific siRNAs and incubated with 50 µM cisplatin. MTT assay did not detect viability differences between control and ATP7A-silenced cells upon cisplatin treatment. Scale bar: 25 µm (**D**).

**Figure 2:**
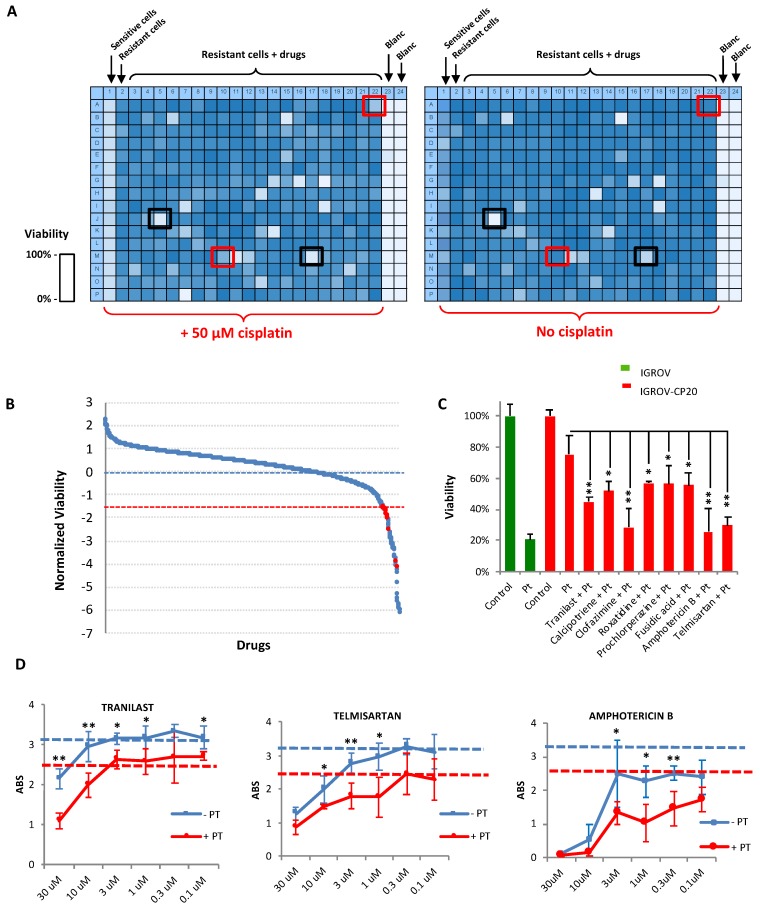
Synthetic lethality screening revealed FDA-approved drugs that promote platinum (Pt)-mediated death of IGROV-CP20 cells. (**A**) Heat maps showing the MTT signal (with blue indicating cell survival and white cell death) in two 384-well plates from the high-throughput screen (HTS). Sensitive IGROV cells were used as controls for cisplatin efficiency, while IGROV-CP20 cells were seeded in the central areas of each plate and treated with drugs from a library of 1280 FDA-approved molecules. For each set of drugs from the library one plate was treated with 50 µM cisplatin while the second plate with identical array of drugs was left without cisplatin. Drugs killing the cells only in combination with cisplatin were considered as the hits (red boxes), while drugs inducing cell death per se (black boxes) were excluded. (**B**) The panel shows the outcome of the screening. The average viability of IGROV-CP20 cells in cisplatin was considered as 0 (blue dash line). Standard deviation (SD) values of IGROV-CP20 cells in cisplatin were used to normalize the average MTT signal for each drug. Each drug, whose combination with cisplatin caused decrease in viability beyond an arbitrary threshold of 1.5 SDs (red dash line) was considered as a hit (red circle) if this drug did not induce toxicity without cisplatin. (**C**) The graph shows the percentage viability of IGROV-CP20 cells after treatment with the positive hits in combination with cisplatin (Pt) (*n* = 3 experiments; * *p* < 0.05, ** *p* < 0.01, ANOVA). (**D**) Quantification of MTT absorbance (as readout of viability) shows dose-response curves of Tranilast, Telmisartan, and Amphotericin B added to IGROV-CP20 cells with (red line) or without (blue line) 50 µM cisplatin. The blue dashed line shows viability in untreated cells, while the red dashed line shows viability in the cells treated with cisplatin alone. Data represent the average of six different experiments (* *p* < 0.05, ** *p* < 0.01, ANOVA).

**Figure 3:**
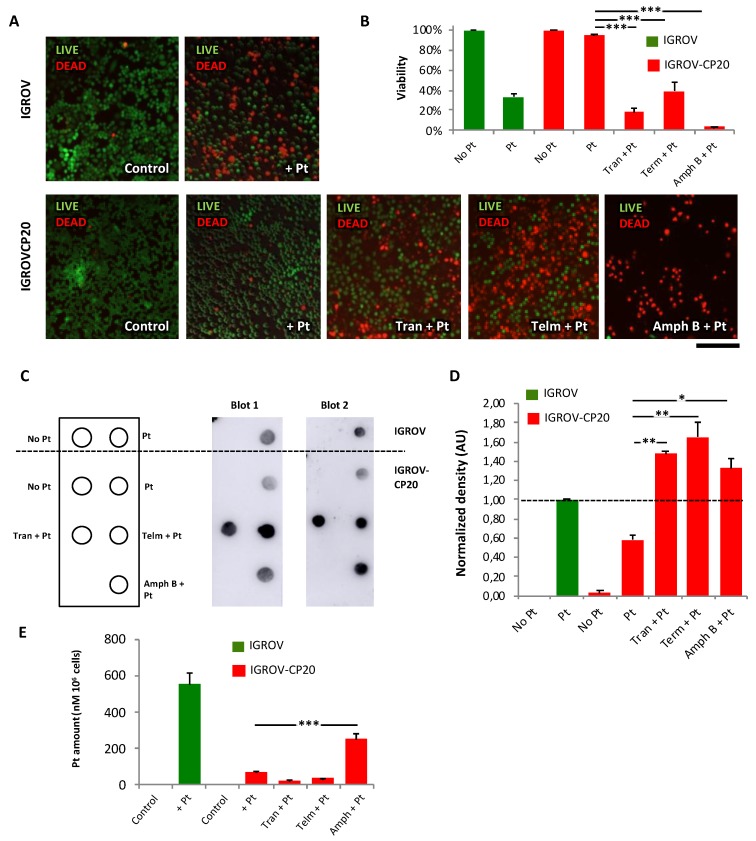
FDA-approved drug hits promote cisplatin toxicity and stimulate DNA adduct formation in resistant IGROV-CP20 tumor cells. (**A**) Representative images of live/dead assay (see Section 4) showing the effect of 50 µM cisplatin (Pt) on the cell viability of IGROV or IGROV-CP20 cells, as indicated. Pretreatment with 10 µM Tranilast, Telmisartan, or Amphotericin B for 24 h increased cell death of IGROV-CP20 cells when combined with cisplatin. (**B**) Quantification of experiments shown in panel A reveals a significant decrease in viability of IGROV-CP20 cells treated with a mixture of cisplatin and indicated drugs (*n* = 10 fields; *** *p* < 0.001, ANOVA). (**C**) Pt adducts were evaluated via dot immuno-blot (see Section 4) with DNA samples from IGROV cells (above the dashed line) and IGROV-CP20 cells (below the dashed line), which were spotted as indicated in the membrane map (on the left). Two dot blot images demonstrate that cisplatin (Pt) in association with Tranilast, Telmisartan, or Amphotericin B induces a significant increase in the DNA adduct signal compared to the IGROV-CP20 treated with cisplatin alone (**D**) The graph shows quantification of the DNA adduct signal in dot blot experiments (*n* = 10 fields; ** *p* < 0.01, * *p* < 0.05, ANOVA). (**E**) Cells were treated as in panel A and prepared for ICP-MS (see Section 4) to evaluate intracellular platinum levels. Only the combination of Amphotericin B with cisplatin led to an increase in the overall platinum levels in the cells. Sensitive IGROV cells (green bars) were used as a positive control for cisplatin treatment. The Pt content of each specimen was normalized to the total cell numbers as nM of PT in 10^6^ cells (*n* = 3 experiments; *** *p* < 0.001, ANOVA). Scale bar: 320 µM (**A**).

**Figure 4:**
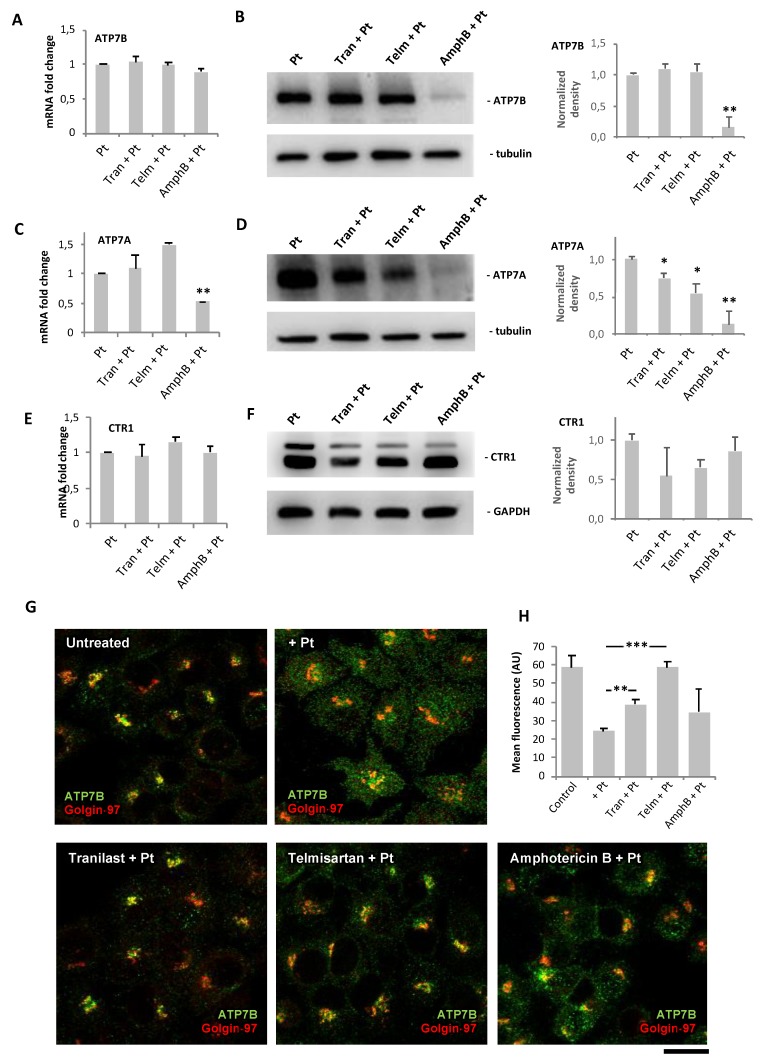
Impact of drug hits on expression of copper transporters and Pt-mediated trafficking of ATP7B in IGROV-CP20 cells. (**A**–**F**) IGROV-CP20 cells were treated with 10 µM Tranilast, Telmisartan, or Amphotericin B for 24 h and then 50 µM cisplatin was added for 24 h. The cells were then prepared for qRT-PCR (A,C,E) or Western blot ((B,D,F); see also signal density quantification in each panel) to evaluate the expression of ATP7B (A,B), ATP7A (C,D), and CTR1 (E,F) (for each qRT-PCR and blot *n* = 3 experiments; * *p* < 0.05, ** *p* < 0.01, ANOVA). (**G**,**H**) The cells were treated with 10 µM Tranilast, Telmisartan, or Amphotericin B for 24 h and then exposed to 50 µM cisplatin for 4 h to activate ATP7B trafficking. Confocal images (**G**) show that the drugs promote ATP7B retention in the Golgi (labeled with Golgin-97) upon cisplatin treatment as also revealed by quantification of the ATP7B signal (**H**) in the Golgi region (*n* = 10 fields; ** *p* < 0.01, *** *p* < 0.001, ANOVA). Scale bar: 15 µm (**G**).

**Figure 5:**
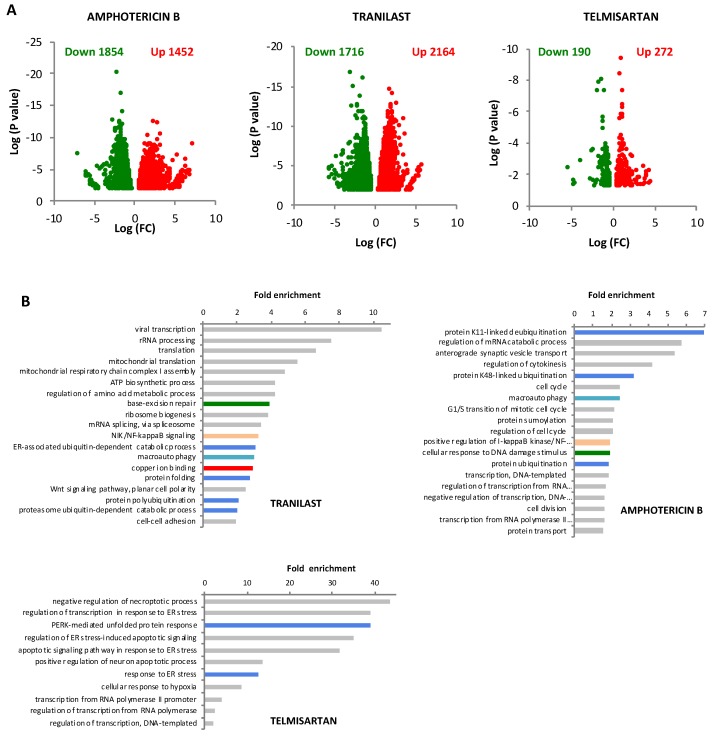
Impact of FDA-approved drugs on the transcriptome in cisplatin-treated IGROV-CP20 cells. (**A**) IGROV-CP20 cells were exposed for 24 h to 50 µM cisplatin either directly or 24 h after pretreatment with 10 µM Tranilast, Telmisartan, or Amphotericin B and prepared for QuantSeq analysis of mRNA (see Section 4). Volcano plot diagrams show down- and upregulated genes in IGROV-CP20 cells treated with the combination of the indicated drug and cisplatin compared to cisplatin alone. Data are expressed as Log of mRNA fold change. (**B**) The diagrams show GO enrichment analysis of genes whose expression was downregulated by Tranilast, Telmisartan, or Amphotericin B in cisplatin-treated cells. Pt-resistance pathways in common between at least two drugs are depicted with similar colors: DNA repair (green); protein quality control (blue); macroautophagy (cyan) and NFKB signaling (pink). Specific enrichment in downregulated copper ion binding genes (red bar) was detected only in Tranilast-treated cells.

**Figure 6:**
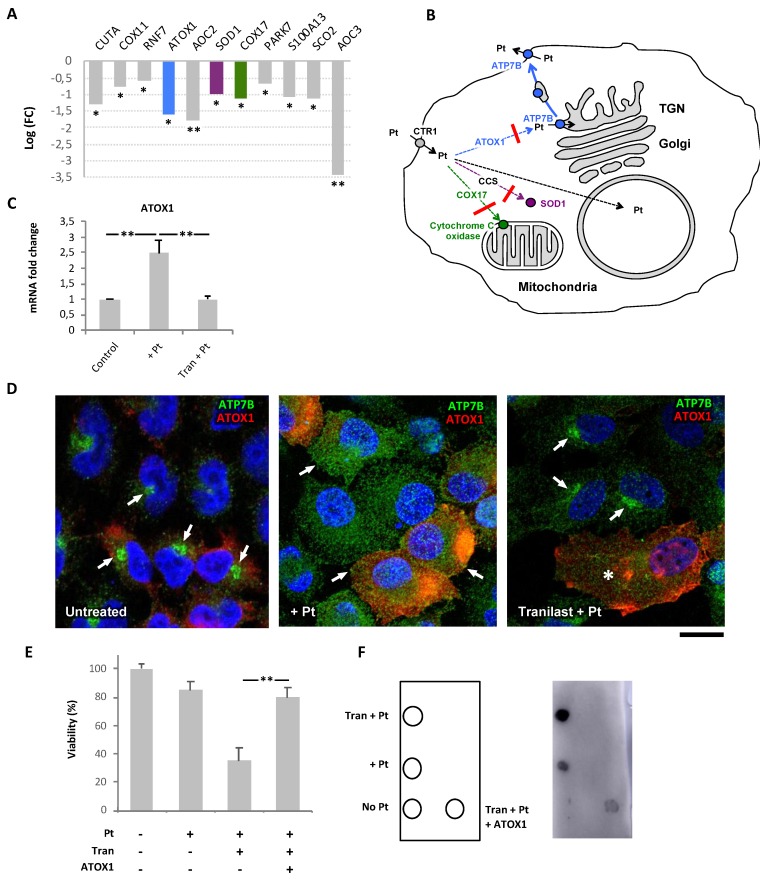
Impact of Tranilast on Pt-transporting pathways in cisplatin-resistant IGROV-CP20 cells. (**A**) QuantSeq analysis shows the impact of Tranilast on the expression of the copper ion binding genes in cisplatin-treated IGROV-CP20 cells (*n* = 3 experiments; * *p* < 0.05, ** *p* < 0.01, ANOVA). The genes playing a key role in the distribution of Pt across the cell (ATOX1, SOD1, and COX17) are shown in different colors corresponding to the specific intracellular route shown in panel B. (**B**) The scheme depicts Pt intracellular routes. Downregulation of ATOX1, SOD1, and COX17 by Tranilast (red crossbars) inhibits Pt delivery to the secretory pathway (blue arrows), mitochondria (green arrows), or SOD1-mediated detoxification pathway (magenta arrow). This favors delivery of Pt to the cell nucleus (dashed black arrow) leading to enhanced DNA damage. (**C**) qRT-PCR showed an increase in ATOX1 mRNA in cells treated with 50 µM cisplatin, while Tranilast inhibited Pt-mediated induction of ATOX1 expression (*n* = 3 experiments; ** *p* < 0.01, ANOVA). (**D**) IGROV-CP20 cells were transfected with pCDNA-ATOX1-FLAG and treated with 50 µM ciaplatin (Pt) or with a combination of 10 µM Tranilast and Pt (as indicated in the figure). The cells were then immuno-stained for ATP7B and FLAG. ATP7B was detected in the Golgi area in untreated cells (arrows, left panel) and at the cell surface and peripheral structures in Pt-treated cells (arrows, mid panel) regardless of ATOX1 overexpression. Tranilast blocked ATP7B in the Golgi area in Pt-treated cells, which did not overexpress ATOX1 (arrows, right panel), but failed to inhibit Pt-mediated redistribution of ATP7B from the Golgi in ATOX1-overexpressing cells (asterisks, right panel). (**E**) MTT viability assay was performed in cells treated with 50 µM cisplatin alone or in combination with 10 µM Tranilast (with and without ATOX1 overexpression). The plot shows that Tranilast did not reduce the viability of Pt-treated cells when ATOX1 is overexpressed (*n* = 3 experiments; ** *p* < 0.01, ANOVA). (**F**) Pt adducts were evaluated via dot immuno-blot of DNA samples spotted as indicated in the map on the left. Cisplatin (Pt) in association with Tranilast induced a significant increase in the DNA adduct signal compared to cells treated with cisplatin alone. ATOX1 overexpression inhibited the ability of Tranilast to promote DNA adduct formation in Pt-treated cells. Scale bar: 7 µm (**D**).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/3/608/s1, Figure S1: Characterization of ovarian cancer cell lines, Figure S2: Controls for HTS set-up, Figure S3: Dose response of IGROV-CP20 cells to the FDA drugs that emerged from HTS analysis, Figure S4: Impact of drug hits on Pt-resistant and Pt-sensitive ovarian cancer cell lines, Figure S5: Drug hits do not affect Cu-dependent trafficking of ATP7B and cisplatin toxicity in hepatic cells, Table S1: Gene ontology enrichment analysis of genes that were downregulated by Tranilast in cisplatin-treated IGROV-CP20 cells, Table S2: Gene ontology enrichment analysis of genes that were downregulated by Amphotorecin B in cisplatin-treated IGROV-CP20 cells, Table S3: Gene ontology enrichment analysis of genes that were downregulated by Telmisartan in cisplatin-treated IGROV-CP20 cells, Supplementary Dataset S1, Supplementary Methods.

How the deposited data were processed for this re-analysis (not part of the article)

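Gene expression was measured by 3′ end sequencing (Lexogen QuantSeq) in 15 libraries of IGROV-CP20 cells, 3 for each of 5 conditions: untreated, 50 µM cisplatin for 24 h, and the same cisplatin treatment after 24 h with 10 µM Tranilast, Telmisartan or Amphotericin B. The authors deposited 1 table per library, which holds raw read counts per Ensembl gene as whole numbers, without normalization, filtering or gene names. The alignment and counting were done by the authors, and the text used here does not name the aligner, the annotation or the use of the strand. The supplementary methods were not used here.

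Of the identifiers in each table, 45776 are in GENCODE 29 on GRCh38, which gave gene names, positions, biotypes and transcript lengths. Gene-level tests used edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 and DESeq2 1.42.0 for alternatives, and summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The filterByExpr function with the condition as group kept 11113 genes. TMM factors, dispersions and a quasi-likelihood fit with a term for each condition were estimated on all 15 libraries together, so that the conditions share an estimate of the spread. Each drug combination was compared with cisplatin alone, cisplatin with untreated cells, and the drugs directly with each other and with untreated cells. The p was adjusted by the method of Benjamini and Hochberg within each comparison and the threshold was 0.05. Standard errors were computed as the size of the log2 fold change over the square root of its F statistic. Log2 CPM used a prior count of 2.

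Total counts per library were 2691832, 2999125 and 3392054 in untreated cells, 2488037, 2171154 and 2348301 with cisplatin alone, 2164344, 3000184 and 3517041 with Tranilast, 2222109, 2211259 and 2983548 with Telmisartan, and 1872639, 1510620 and 1719939 with Amphotericin B. A floor of 3 counts stands for between 8.53e-05% and 0.000199% of a library. The spread between libraries of a condition was larger than counting error in every pair of replicates, as a mean over genes. The pairing of replicates 1, 2 and 3 comes from the sample labels, and the paper describes 3 biological replicates without saying that equal numbers were handled together.

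The genes named in the text follow rules. They are ATP7A, ATP7B, SLC31A1 and the genes of Fig. 6A; for each comparison the 3 largest increases and 3 largest decreases among genes past the threshold with a mean log2 CPM of at least 3 and libraries that do not overlap; for each pathway list the 2 genes with the smallest adjusted p; and all genes of the hypoxia and PERK terms. A gene that these rules select is not reported here. The pathway lists are the gene lists of Tables S1 and S2 and of the supplementary list for Telmisartan for the terms shown in Fig. 5B. Their medians were compared with 10000 random lists drawn from pools of 100 genes of similar expression. The enrichment of Gene Ontology terms was not computed, since no human term database was used here.

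The model, the comparisons and most alternatives were chosen before the data were examined. These alternatives were edgeR's likelihood ratio test, DESeq2, limma-voom, RLE and upper quartile factors, scaling by library size only, a filter of CPM above 1 in at least 3 libraries (14530 genes), no filter beyond 1 count (24733 genes), a fit of only the 6 libraries of each comparison, the replicate number as a block, a threshold of 0.01, offsets for transcript length or GC content (loess with a span of 0.3), the block together with length offsets, and each library left out in turn. Alternatives for the position of libraries between untreated and cisplatin were a mean log2 CPM of at least 5, a prior count of 0.5, library size only, and only genes past the threshold. The correlation between drugs was also computed with disjoint cisplatin libraries. After the values had been seen, 2 settings were added: a fit with observation weights, and the share of mitochondrial ribosomal RNA as a covariate. Since this share moves with treatment, a fit with the covariate cannot separate an effect of treatment from it. The fit with observation weights was found by trying several filters, scalings, dispersion estimates and tests against Dataset S1 and keeping the closest, so that its closeness to that dataset is no independent evidence.

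The procedure was tested on simulated data. All libraries had the same mean per gene, except that 200 genes were raised or lowered by 1.5 log2 in the Tranilast libraries. Libraries that stand apart from their condition and wide shifts between conditions were not simulated. The rates below therefore need not hold for the real libraries. The model found 188 of 200 changed genes and called 11 unchanged genes among 10904 tested, with 0 calls in an unchanged comparison. The fit with observation weights found 194 of 200, called 56 unchanged genes and made 8 calls in the unchanged comparison. Microscopy, viability, platinum and qRT-PCR data of the paper were not analysed here, and all columns of the count tables were used.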

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

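The test of depth for the mitochondrial ribosomal RNA share was chosen after the result was seen. The mitochondrial ribosomal RNA genes MT-RNR1 and MT-RNR2, which the paper does not discuss, took a mean of 7.58% of the counts with cisplatin alone, 9.11% with Telmisartan and 13.6% with Amphotericin B, above every untreated library. The mean was 2.03% in untreated cells and 2.27% with Tranilast. The libraries varied within conditions, with 13.7%, 5.61% and 3.41% for cisplatin replicates 1, 2 and 3 and 10.8%, 12.9% and 3.61% for Telmisartan replicates 1, 2 and 3. If low depth gave the higher share, the library with the highest share would have the lowest total count in its group, which was so in 1 of the 3 groups with a raised share. Tranilast replicate 1, with 2164344 counts, had 2.53%, while Telmisartan replicate 2, with 2211259, had 12.9%, and cisplatin replicate 1 is the deepest of its group. On the other side, Amphotericin B has the lowest totals (1510620 to 1872639) and the highest share, and Telmisartan replicate 3 is the deepest of its group and has its lowest share. Depth alone does not order the libraries by share, but a part of it cannot be excluded. If mitochondrial transcripts rose as a class, the share of mitochondrial messenger RNA would rise as well, and the test asked for a log2 ratio above 1 between Amphotericin B and untreated libraries, which was 0.20. The mean share of mitochondrial messenger RNA was 2.95% in untreated cells, 4.01% with cisplatin alone, 3.22% with Telmisartan, 3.38% with Amphotericin B and 3.32% with Tranilast, so that a smaller rise with cisplatin alone is not excluded. The capture of RNA with little or no poly(A) tail in degraded or altered samples may contribute, but RNA quality values were not used here, so that this candidate explanation was not tested. A biological effect of cisplatin on these transcripts is also possible, and the spread among cisplatin libraries does not let the explanations be separated.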

How the results depend on the processing

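The fit with observation weights and the mitochondrial ribosomal RNA covariate were chosen after the results were seen. For the gene counts, list counts, correlation, axis positions and fold changes of ATOX1, COX17 and SOD1, 325 of 379 values under alternatives other than leaving out a library were the same, 50 moved and 4 were weaker. Leaving out a library gave 98 of 171 the same, 69 moved and 4 weaker, and the added settings 26 of 54 the same, 24 moved, 2 weaker and 2 reversed. For the fold changes of single genes other than ATOX1, COX17 and SOD1, the 836 values under alternatives other than leaving out a library were the same in direction and side of the threshold in 790, weaker in 36 and reversed in 10. Leaving out a library gave 307 of 360 the same, 39 weaker and 14 reversed, and the added settings 97 of 120 the same, 13 weaker, 3 stronger and 7 reversed. ATOX1 stayed past the threshold under all 20 alternatives chosen beforehand, with adjusted p from 6.8e-11 to 0.0413. Where values changed, the cause was not tested, apart from the tests given under the other observations.

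With library size only, 397 genes were lower and 2582 higher for Tranilast (13.3% lower, against 52.5% with TMM), and the median of all genes was 0.46. For Amphotericin B 850 were lower and 242 higher (77.8% against 68.1%, median -0.25), and for cisplatin against untreated cells 3351 and 1019 (76.7% against 52.8%, median -0.36). Copper genes lower were 4, genes lower in both 48, and the Table S1 lists for DNA repair, protein quality control, macroautophagy and NF-κB 1, 12, 4 and 2. COX17 was -0.91 (adjusted p = 0.0795, edgeR's quasi-likelihood test; 8.4e-07 to 0.164 over the alternatives), VEGFA 0.12 and MDM4 0.13 with Telmisartan, and the axis position 0.345 for Tranilast and 0.856 for Amphotericin B. With upper quartile factors the Amphotericin B split was 727 lower and 603 higher (54.7%), the Table S2 DNA repair count 13, VEGFA 0.014 and MDM4 0.017.

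At an adjusted p under 0.01, 491 and 407 genes were lower and higher for Tranilast, 241 and 52 for Amphotericin B and 1709 and 1403 for cisplatin, copper genes 4, genes lower in both 50, Table S1 lists 5, 17, 5 and 1 and Table S2 lists 10, 7, 4 and 5, and COX17 (-1.47) and SOD1 (-1.16) fell short. With the likelihood ratio test 13 and 11 genes were lower and higher for Telmisartan and 779 higher for Amphotericin B, and with DESeq2 42 and 13 and 755. With limma-voom the Table S2 counts were 24 for protein quality control and 13 for NF-κB, the Amphotericin B split 669 and 512 (56.6%), COX17 -1.28 (adjusted p = 0.0558, limma-voom) and ATP7A -0.40 with Telmisartan.

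With no filter beyond 1 count 1 and 1 genes were lower and higher for Telmisartan, macroautophagy genes of Table S1 9, VEGFA 0.026 and MDM4 0.03. With CPM above 1 in at least 3 libraries VEGFA was 0.021 and MDM4 0.024, and with GC content offsets VEGFA was 0.049. With only the 6 libraries of a comparison 66 and 23 genes were lower and higher for Amphotericin B, genes lower in both 18, macroautophagy genes of Table S1 9, and Table S2 lists 3, 1, 1 and 0 (26, 49, 15 and 21 at an unadjusted p under 0.05). With disjoint cisplatin libraries the correlation of Tranilast and Amphotericin B was 0.0288, and for genes with mean log2 CPM of at least 5 the axis position of Amphotericin B was 0.822. With the replicate block, 2359 of the genes past the threshold for Tranilast and 1363 for Amphotericin B were shared with the model without it.

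With observation weights 2335 genes were higher for Tranilast, 137 and 260 lower and higher for Telmisartan, 1651 and 1980 for Amphotericin B, 400 lower in both, 61 protein quality control genes of Table S2 lower, VEGFA 0.04 and the correlation 0.278. With the mitochondrial ribosomal RNA covariate 215 and 125 were lower and higher for Telmisartan and 475 and 201 for Amphotericin B. Copper genes lower were 2, 1 and 1 with Tranilast, Telmisartan and Amphotericin B, Table S1 lists 4, 27, 3 and 0 (1 at an unadjusted p under 0.05 in the last) and Table S2 lists 11, 9, 5 and 6. Against cisplatin with Tranilast, ATOX1 was -0.36, COX17 0.22, SOD1 -0.12, SLC31A1 -0.32, PARK7 0.082 and RMRP 0.81; with cisplatin against untreated cells ATOX1 was -0.003 and SLC31A1 0.35; with Telmisartan VEGFA was 0.001 and MDM4 0.028, and the correlation was 0.464.

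Across fits that each left out one library, genes lower and higher ranged from 569 to 1511 and 471 to 1423 for Tranilast, 0 to 244 and 0 to 301 for Telmisartan (556 at an unadjusted p under 0.05 without cisplatin replicate 2), and 163 to 1949 and 46 to 1885 for Amphotericin B. Copper genes ranged from 5 to 9, genes lower in both from 28 to 550, Table S1 lists from 3 to 9, 23 to 59, 6 to 13 and 2 to 13, and Table S2 lists from 7 to 32, 5 to 65, 2 to 16 and 2 to 27. COX17 ranged from -1.76 to -0.80, the correlation from 0.133 to 0.449, and the axis position from 0.645 to 0.799 for Telmisartan and 0.550 to 0.814 for Amphotericin B. With Telmisartan, ATP7A ranged from -0.17 to 0.69, BBC3 from -0.27 to 0.64, VEGFA from -0.16 to 0.081, MDM4 from -0.26 to 0.10, HERPUD1 from -0.11 to 0.65 and ATF3 from -0.009 to 0.62.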

Differences from the paper's values

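The paper's Dataset S1 lists 3878 genes for Tranilast, 462 for Telmisartan and 3305 for Amphotericin B, where 2462, 0 and 1469 passed the threshold here, with 1150 at an unadjusted p under 0.05 for Telmisartan. Of the alternatives set before the data were examined, values within 1.5 times the paper's came for Tranilast from edgeR's likelihood ratio test (3138), DESeq2 (2821), scaling by library size only (2979) and the fits without cisplatin replicate 1 (2652) and without cisplatin replicate 3 (2871). For Telmisartan (545) and Amphotericin B (3834) only the fit without cisplatin replicate 1 did, and the other alternatives did not. The fit with observation weights, chosen after seeing the values by a search for the setting closest to Dataset S1, gave 4141, 397 and 3631. The mitochondrial ribosomal RNA covariate, also chosen after seeing the values, gave 340 for Telmisartan. For Tranilast and Amphotericin B it gave 2132 and 676, further from the paper's values than the 2462 and 1469 found here. The log2 fold changes were closer than the counts. Over the genes of Dataset S1 that could be read and were tested, their Pearson correlation with the paper's was 0.967 for Tranilast (1230 genes) and 0.972 for Amphotericin B (1938 genes). All had the same direction, as values from the same libraries. No such comparison was made for Telmisartan.

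In Fig. 5A, read by eye, the paper gives about 2200 genes higher with Tranilast, where 1169 were found here; the likelihood ratio test (1535) and library size only (2582) came within 1.5 times, and the other alternatives set before the data were examined did not. For Telmisartan it gives about 190 lower and about 270 higher in Fig. 5A, read by eye, where 0 and 0 were found here (592 and 558 at an unadjusted p under 0.05); only the fit without cisplatin replicate 1 (244 and 301) came within 1.5 times. For Amphotericin B it gives about 1900 lower and about 1500 higher in Fig. 5A, read by eye, where 1001 and 468 were found here. Lower genes came within 1.5 times with the likelihood ratio test (1382), no filter beyond 1 count (1316) and without cisplatin replicate 1 (1949), and higher genes without cisplatin replicate 1 (1885) only. The fit with observation weights, chosen after seeing the values, gave 2335 higher for Tranilast, 137 and 260 for Telmisartan and 1651 and 1980 for Amphotericin B.

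The comparison of the table genes below was also made after seeing the values. Table S3 places its 57 genes among those lowered by Telmisartan. Here 0 of the 57 were lower and 0 higher, 27 had a log2 fold change below 0, and the median was 0.02. Without Telmisartan replicate 3, 38 were below 0 with a median of -0.23, and across the fits without one library this number ranged from 23 to 38. None of the alternatives set before the data were examined called any of them lower, and with no filter beyond 1 count 1 was higher. The fit with observation weights, chosen after seeing the values, called 1 lower (VHL) and 2 higher, and the covariate, chosen likewise, called 2 lower and 4 higher. In contrast, 268 of 291 tested genes of Table S1 were lower with Tranilast and 291 of 455 tested genes of Table S2 were lower with Amphotericin B. For the hypoxia and PERK genes, which the paper places among those lowered by Telmisartan, no gene passed the threshold here, and the PERK genes DDIT3, ATF4, HERPUD1 and ATF3 had positive log2 fold changes.

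Fig. 6A shows AOC2 and AOC3 as lower with Tranilast, and both were left out here by the filter on low counts. AOC3 was lower with CPM above 1 in at least 3 libraries (-3.42, adjusted p = 0.0114, edgeR's quasi-likelihood test) and with no filter beyond 1 count (-3.39, adjusted p = 0.00521, same edgeR test), while AOC2 passed the threshold under neither (adjusted p of 0.106 and 0.24). With observation weights, chosen after seeing the values, both were lower (AOC2 -1.77, adjusted p = 0.0339; AOC3 -3.41, adjusted p = 7.86e-05, edgeR's likelihood ratio test).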

Other observations

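The tests of depth, of exchanged labels and of the mitochondrial ribosomal RNA share below were chosen after the results were seen. Among the transporters the paper discusses, ATP7A (chromosome X, 77910656 to 78050395) had a log2 fold change of -2.25 with cisplatin against untreated cells (adjusted p = 0.00438, edgeR's quasi-likelihood test), and 0.63, 0.20 and 1.00 with Tranilast, Telmisartan and Amphotericin B against cisplatin (adjusted p of 0.502, 0.954 and 0.352, same edgeR test). It overlaps PGK1 on the same strand, so its reads are uncertain. ATP7A had 3, 3 and 5 counts with cisplatin and 3, 3 and 8 with Amphotericin B, at or near the floor of 3 counts. The paper's qRT-PCR gave less ATP7A mRNA with Amphotericin B. No fall was found here, but these few counts cannot decide the question. SLC31A1, which encodes CTR1 (chromosome 9, 113221562 to 113264492), had -0.44 with cisplatin (adjusted p = 0.205) and 0.40, -0.51 and -1.09 with the drugs (adjusted p of 0.306, 0.541 and 0.0235, same edgeR test). The last fell short of the threshold under 6 of 20 alternative settings, and CDC26 overlaps the gene on the other strand. This fall with Amphotericin B differs from the paper's qRT-PCR, in which no drug changed CTR1 transcripts. ATP7B had at most 5 counts in a library and was not tested.

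Cisplatin replicate 1 and Telmisartan replicate 3 stood apart from the other libraries of their conditions. Their total counts were 1.10 and 1.35 times the mean of the other 2, and they differed from these by 28.09 and -55.13 on the first principal component. Cisplatin replicates 2 and 3 were themselves far apart there (33.03 and 2.79, against 46.0 for replicate 1). Cisplatin replicate 1 stood apart from both on the second component (16.5 against -57.6 and -57.9). The first wording of the depth test asked whether the odd library is the deepest of its condition, and it is in both. After the depths and the first component were known, the wording was changed to ask also for the same direction on the first component, which is opposite. Tranilast libraries with totals from 2164344 to 3517041 lay between -39.3 and -30.9 on the first component, so that depth alone is unlikely to give shifts of this size there. The second component was not used in this test. Biases of transcript length and GC content gave rank correlations across genes (not independent replicates) of at most 0.2382 and -0.1427. The size that the difference would need was not computed, so that a part of these biases is not excluded. RNA of untreated cells in cisplatin replicate 1 is unlikely as the source, since 73.9% of the genes that differ (1192 of 1614) lie outside the interval between the other cisplatin libraries and untreated cells. With the labels of the pair exchanged, 3562 genes passed the threshold between Telmisartan and cisplatin, where the real split gave 0 (1150 at an unadjusted p under 0.05). Since the pair was picked for standing apart, this count restates the pattern and is no evidence for exchanged labels, which cannot be told apart from a batch of libraries, and the labels were kept. With the mitochondrial ribosomal RNA share as a covariate 340 genes passed, but this share moves with treatment and the covariate cannot be told apart from it.

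In the fit with observation weights, genes past the threshold under Telmisartan had a low weight in either of these libraries 2.53 times as often as all genes (41.6% against 16.5%). These calls may therefore come from setting these libraries aside, mostly cisplatin replicate 1 (37.5% against 11.8%) and not Telmisartan replicate 3 (4.53% against 4.89%).

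Of the 10 splits of the 6 libraries of a comparison, 1 gave as many genes past the threshold as the real split for Tranilast, 1 for Amphotericin B and 1 for cisplatin against untreated cells, which is the real split itself, and all 10 did for Telmisartan, where the real split gave 0 and the count therefore shows nothing. At an unadjusted p under 0.05 the real Telmisartan split gave 1150 genes, and 4 other splits gave more (1220, 1696, 2049 and 4725). The share cannot fall below 0.1 in this design. Of the 4 splits that part all 3 same-numbered pairs, 1, 1, 1 and 4 gave as many for the same comparisons, and the other 6 splits part 1 pair. The most in another split was 0 for Tranilast (at most 1555 at an unadjusted p under 0.05), 0 for cisplatin against untreated cells (at most 1099), 789 for Amphotericin B and 3562 for Telmisartan.

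On an axis from untreated (0) to cisplatin (1) libraries, computed with the library at hand left out, the positions were 0.430 ± 0.079 with Tranilast, 0.746 ± 0.078 with Telmisartan, 0.728 ± 0.054 with Amphotericin B, 0.870 ± 0.283 with cisplatin and 0.029 ± 0.016 in untreated cells (n = 3 each). Exact permutation tests gave p = 0.1 for Tranilast against cisplatin, the smallest 3 against 3 can give, and p = 0.6 for the other drugs. The lowest cisplatin position exceeded the highest Tranilast position by 0.1, which is small beside the SD of the cisplatin libraries. These positions were 0.563 and 0.538 without cisplatin replicate 2, 0.601 and 0.520 with a prior count of 0.5, 0.596 and 0.430 without cisplatin replicate 3, 0.764 and 0.515 without cisplatin replicate 1, 0.701 and 0.533 for genes past the threshold, 0.700 and 0.450 for genes with mean log2 CPM of at least 5, and 0.714 and 0.425 with library size only. The order was thus kept under these alternatives, with a gap that varied, and noise in the cisplatin libraries is not fully excluded. Cisplatin replicate 1, with the highest mitochondrial ribosomal RNA share, was at -0.375 relative to replicates 2 and 3, while Telmisartan replicate 3, with the lowest share of its group, was at -0.132 relative to its replicates 1 and 2. The groups point in opposite directions, so that an effect of this share on the position cannot be told apart from other differences. No biological explanation of the intermediate position was tested.

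For the fall of the copper ion binding genes with Tranilast, a shared effect on short transcripts was tested, and the rank correlation of log2 fold change with transcript length was 0.105. With gene length it was 0.535, and 79 of 83 ribosomal protein genes were lower with Tranilast as well (median log2 fold change -1.26). The 1009 protein-coding genes with the shortest gene length had a median of -0.49 with Tranilast, against -1.15 for the 9 copper ion binding genes. The median of these 9 lay at the percentile 0.01 of lists matched on expression and transcript length, whose median was -0.17. No lists were matched on gene length, which goes with the change more closely, so this percentile does not account for it. By these medians, the copper ion binding genes fell further than the shortest genes, but not further than the ribosomal protein genes. They were listed as lower on the same data, so that these values do not settle whether they are set apart from a wider fall of short genes. Without cisplatin replicate 1, 6 of the 9 genes remained lower. The responses to cisplatin and to Tranilast with disjoint cisplatin libraries had a mean correlation of -0.5119 across genes (-0.771 to -0.0948), so that a return of the cisplatin response cannot be told apart from a change specific to copper genes. Of the 9 genes, 5 were raised by cisplatin and 0 lowered, with all 9 log2 fold changes positive. The median of the 9 lay at the percentile 0.19 of lists matched on expression and cisplatin response, whose median was -0.64, but the genes were listed as lower on the same data, so that this percentile shows no stability. Outside Fig. 6A, a list of 21 copper handling genes drawn up from general knowledge and not from a database had 15 tested genes, of which 1 (COMMD1, log2 fold change -1.78) was lower and 0 higher with Tranilast, a difference of 1, with a median of 0.23. The criterion set for a general fall, more genes lower than higher, was thus met by 1 gene. Adjusted over the list alone, 0 were lower (2 at an unadjusted p under 0.05), 4 of the 15 had a log2 fold change below 0, and the median lay at the percentile 82.6 of random lists, so that these other measures do not show a general fall.

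With disjoint cisplatin libraries the correlation of Tranilast and Amphotericin B was 0.02877 on average, so that genes lower with both may reflect the shared cisplatin libraries, and a shared drug effect cannot be told apart from them.

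Cisplatin lowered long genes. The rank correlation of log2 fold change with gene length over 10081 protein-coding genes, which are not independent replicates, was -0.616, and medians were 0.65 in the shortest and -1.58 in the longest 10% of genes. Within groups of similar transcript length it was -0.6102 on average, so that transcript length does not account for it. With GC content offsets it was weaker, at -0.519, with medians of 0.41 and -1.44 in the shortest and longest genes. With library size only it was -0.614, with medians of 0.28 and -1.97. With Tranilast, Telmisartan and Amphotericin B against cisplatin the correlation with gene length was 0.535, 0.401 and 0.227, where the opposite sign comes in part from the shared cisplatin libraries. Against untreated cells it was -0.386, -0.560 and -0.475. Damage of DNA by cisplatin that stops transcription of long genes may be a candidate explanation, which was not tested directly.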
